# Diverse MicroRNAs‐mRNA networks regulate the priming phase of mouse liver regeneration and of direct hyperplasia

**DOI:** 10.1111/cpr.13199

**Published:** 2022-02-17

**Authors:** Rajesh Pal, Marta Anna Kowalik, Marina Serra, Cristina Migliore, Silvia Giordano, Amedeo Columbano, Andrea Perra

**Keywords:** Cyclin D1, hepatomitogens, MiRNAs, partial hepatectomy, transcriptomics

## Abstract

**Objectives:**

Adult hepatocytes are quiescent cells that can be induced to proliferate in response to a reduction in liver mass (liver regeneration) or by agents endowed with mitogenic potency (primary hyperplasia). The latter condition is characterized by a more rapid entry of hepatocytes into the cell cycle, but the mechanisms responsible for the accelerated entry into the S phase are unknown.

**Materials and methods:**

Next generation sequencing and Illumina microarray were used to profile microRNA and mRNA expression in CD‐1 mice livers 1, 3 and 6 h after 2/3 partial hepatectomy (PH) or a single dose of TCPOBOP, a ligand of the constitutive androstane receptor (CAR). Ingenuity pathway and DAVID analyses were performed to identify deregulated pathways. MultiMiR analysis was used to construct microRNA‐mRNA networks.

**Results:**

Following PH or TCPOBOP we identified 810 and 527 genes, and 102 and 10 miRNAs, respectively, differentially expressed. Only 20 genes and 8 microRNAs were shared by the two conditions. Many miRNAs targeting negative regulators of cell cycle were downregulated early after PH, concomitantly with increased expression of their target genes. On the contrary, negative regulators were not modified after TCPOBOP, but *Ccnd1* targeting miRNAs, such as miR‐106b‐5p, were downregulated.

**Conclusions:**

While miRNAs targeting negative regulators of the cell cycle are downregulated after PH, TCPOBOP caused downregulation of miRNAs targeting genes required for cell cycle entry. The enhanced *Ccnd1* expression may explain the more rapid entry into the S phase of mouse hepatocytes following TCPOBOP.

## 1 INTRODUCTION

Adult liver is normally quiescent and shows a very low level of hepatocyte division. However, most hepatocytes rapidly proliferate in response to a reduction in liver mass caused by physical, chemical, nutritional, vascular or virus‐induced liver injury.^1^ Although the mechanisms responsible for the exit from the quiescent state and the re‐entry into the cell cycle remain unknown, it has been proposed that the essential circuitry required for liver regeneration is encompassed by pathways activated by cytokines, growth factors and metabolic networks.^1^, ^2^, ^3^

More recently, several studies investigated the role of microRNAs (miRs) in liver regeneration following 2/3 partial hepatectomy (PH).^4^, ^5^, ^6^ Indeed, while miRs post‐transcriptionally regulate genes that orchestrate proliferation in development and cancer, their role in the proliferation of fully differentiated hepatocytes is still largely unknown. In this context, the finding that hepatocyte‐specific Dicer knockout transgenic mice developed normally, but exhibited enlarged livers compared to controls, strongly support the role for miRNAs in the control of hepatocyte proliferation.^7^ This study, together with the discovery that the association of miRNAs with different polysome fractions was altered during liver regeneration,^8^ raised the intriguing possibility that miRNAs might regulate the regeneration of this organ.

As shown by Shu et al.,^9^ upregulation of a cluster of miRNAs takes place between 0 and 4 h after PH, a time corresponding to the so‐called priming of hepatocytes,^10^, ^11^ characterized by refractoriness to DNA synthesis; conversely, downregulation of the vast majority of miRNAs associates with the transition G1‐S of the cell cycle and the recovery of liver mass. Accordingly, the expression of most cell cycle‐related genes is repressed for several hours after surgery. Similar findings were reported by Yin et al., who identified in rat liver transcription factors inhibiting the cell cycle, as early as 2 h after PH in rat liver.^12^ After the priming phase, hepatocyte DNA synthesis peaks at 24 or 36 h in rats and mice, respectively.^11^

Hepatocyte proliferation can be induced not only after cell death/loss but also following treatment with several xenobiotics or endogenous molecules (direct/primary mitogens), able to induce the entry of hepatocytes into the cell cycle in the absence of previous liver cell damage.^13^ Among the broad spectrum of chemical mitogens, it is remarkable that many of them are ligands of nuclear receptors of the steroid/thyroid superfamily, including 1,4‐bis[2‐(3,5‐dichloropyridyloxy)]benzene TCPOBOP (abbreviated thereafter as TCP). Studies with knockout mice have shown that the initial signalling elicited by liver regeneration and direct mitogens is different.^1^, ^2^, ^3^, ^14^, ^15^ Moreover, no change in the activation of transcriptional factors implicated in rat liver regeneration (such as, NF‐kB, AP‐1, STAT3) has been observed in nuclear receptor‐mediated hepatocyte proliferation.^13^ In this context, it should be also mentioned that the entry of hepatocytes into the S phase of the cell cycle in mice is robustly anticipated in mitogen‐treated animals (18 h instead of the 30–36 h required after 2/3 PH, with mitotic figures being evident at 24 vs. 48 h).^16^

Although existing studies analysed early responses of the mouse liver transcriptome at early times after treatment with TCP—an agonist of the constitutive androstane receptor (CAR)—^17^, ^18^ or soon after PH,^12^ the involvement of miRNAs as critical regulators in the priming phase of hepatocytes in these two proliferative conditions, has not been studied so far.

In an attempt to investigate whether deregulation of miRNA expression could play an essential role in the priming phase of hepatocytes and whether differences might exist between the two proliferative conditions (compensatory regeneration and direct hyperplasia), we performed a transcriptomic and miRNomic analysis on the liver of mice sacrificed 1, 3 and 6 h after 2/3 PH (liver regeneration) or after a single dose of TCP (direct hyperplasia).

## 2 MATERIALS AND METHODS

### 2.1 Animals and treatments

Guidelines for the Care and Use of Laboratory Animals were followed during the investigation. All animal procedures were approved by the Ethical Commission of the University of Cagliari and the Italian Ministry of Health. Three‐month‐old CD‐1 female mice (30 g) were fed a laboratory chow diet provided by Ditta Mucedola (Settimo Milanese, Italy) with free access to food and water. All experiments were performed in a temperature‐controlled room with alternating 12‐h dark‐light cycles. TCP (Sigma‐Aldrich), was dissolved in dimethyl sulphoxide/corn oil. A single dose of 3 mg/kg body weight was administered by gavage. PH was performed by removal of 70% of the liver mass as originally described by Higgins and Anderson.^19^ In the first set of experiments, mice were sacrificed 24, 36 and 48 h after PH or TCP. Bromodeoxyuridine (BrdU) (100 mg/kg) was injected intraperitoneally 2 h before sacrifice. To investigate the role of miRs in the priming of hepatocytes, mice were sacrificed 1, 3 and 6 h after each treatment. Three mice were used per group at each time point. Liver segments were fixed in formalin for histology or snap‐frozen in liquid nitrogen and kept at –80°C until use.

### 2.2 RNA and miR isolation

Total RNA was isolated with the RNeasy Plus Mini isolation kit (Qiagen) from 3 livers of untreated and treated mice, subjected to PH or TCP treatment. RNA was quantified by Nanodrop spectrophotometer (Thermo Scientific) and its integrity was evaluated by Agilent Bioanalyzer 2100. Only RNA samples with a RIN (RNA Integrity Number) ≥7 were included in the study.

### 2.3 Deep sequencing

For miR sequencing experiments, indexed libraries were prepared using 100 ng of total RNA as starting material, with a TruSeq Stranded Total RNA Sample Prep Kit and QIAseq miRNA Library Kit (Illumina Inc.), respectively. Libraries were sequenced (single‐end, 75 cycles) at a concentration of 8 pM/lane on the HiSeq 3000 platform (Illumina Inc.). Raw miRNA reads were preprocessed using FASTQC (Andrews, S. (2010) for quality control. Further, reads with Unique Molecular Identifiers (UMI) and low‐quality base calls were trimmed off using UMI‐tools^20^ and Trim Galore,^21^ respectively. Processed reads were mapped to the reference mouse genome build (mm10) downloaded from UCSC (https://genome.ucsc.edu/index.html) using Bowtie.^22^ The R/Bioconductor package “DESeq2” was used to identify differentially expressed genes and miRs. Data were filtered according to read count value (threshold ≥6 reads). Only miRs having an adjusted P‐value of ≤0.05) and fold change value of 1.3 were considered for further analysis.

### 2.4 Microarray

For time‐course expression profiling, total liver RNA was extracted and purified from the liver of three animals before (t=0) or 1, 3 or 6 h after treatment. For the gene expression profile, RNA was amplified (TotalPrep RNA Amplification Kit; Illumina Inc., San Diego, CA), labelled and hybridized on Illumina microarray Mouse WG‐6 v2.0 Gene Expression BeadChip (Illumina Inc., San Diego, CA, USA), including 45,281 specific oligonucleotide probes.

The intensity files were loaded into the Illumina BeadStudio software version 3.0.19.0 (Illumina Inc.) and BRB Array Tools version 4.6.0 for quality control and gene expression analysis. First, the quantile normalization algorithm was applied to the data set. Only genes whose expression differed by at least 1.5‐fold from the median in at least 20% of the arrays and characterized by the 50th percentile of intensities >300 were retained. The false discovery rate–adjusted P‐values were calculated using the Benjamini‐Hochberg procedure. To identify the differentially expressed genes, F‐test and Multivariate Permutation Test were applied. Further, the genes were filtered based on their fold change values (±1.5).

### 2.5 miR Target gene Prediction

The R package multiMiR^23^ was used to predict and validate miR‐mRNA target interactions. List of DE genes and miRs passing the cut‐off value was used as input. Among the databases in the multiMiR package, the validated databases (miRecords, miRTarBase and TarBase) and top 10% results of the predicted database (DIANA‐microT ElMMo, Microcosm, miRanda, miRDB, Pictar, PITA, TargetScan) were used for analysis.

### 2.6 qRT‐PCR analysis

The same cDNA used for gene sequencing was used also for qRT‐PCR analysis. Total RNA was retro‐transcribed using the High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Gene expression analysis of *Ccnd1*, *Cdkn1a*, *Cyp2b10*, *Socs3*, *Gadd45a* and *Gadd45b* was performed using specific TaqMan probes (Thermo Fisher Scientific, 4369016). Each sample was run in triplicate and all measurements were normalized to *β*‐*actin*. Relative *mRNA* expression analysis for each gene was calculated by using the 2^−ΔΔCt^ method.

Analysis of miRNA expression. cDNA was synthesized using the TaqMan^®^ MicroRNA ReverseTranscription Kit (4366596). qRT‐PCR amplification was performed with the reverse transcription product, TaqMan^®^ 2X Universal PCR Master Mix, No AmpErase ^®^UNG (4324018) and miR specific primers. The endogenous control *sno202* was used to normalize miRNA expression levels.

### 2.7 Histology and Immunohistochemistry

Liver sections were fixed in 10% of buffered formalin and processed for immunohistochemistry (IHC). For BrdU detection, paraffin‐embedded 4 µm sections were deparaffinized, treated with HCl 2N for 1 h and then with 0.1% trypsin at 37°C. Sections were sequentially incubated with goat serum (Abcam), mouse monoclonal anti‐BrdU antibody (Becton Dickinson) and with Dako EnVision+^®^ System Labelled Polymer‐HRP anti‐mouse (Dako). Peroxidase binding sites were detected by Vector NovaRED Peroxidase (HRP) Substrate Kit (Vector Laboratories). Harris haematoxylin solution (Sigma‐Aldrich) was used to counterstain liver sections. Labelling index (L.I.) was expressed as the number of BrdU‐positive nuclei/field (at x40 magnification). Ten to 50 fields per liver were scored. A segment of the duodenum, an organ with a high rate of cell proliferation, was used as a positive control for BrdU incorporation.

### 2.8 Statistical analysis

All data were expressed as the mean ± SD. Differences between groups were compared using one‐way analysis of variance ANOVA with the use of GraphPad Software Inc., San Diego, CA. A value of *p* < 0.05 was considered as a significant difference between groups.

### 2.9 Cell culture and in vitro experiments

HepG2 (ATCC, Manassas, VA, USA) and Mahlavu (kindly provided by Dr. N. Atabey) human liver cancer cells were cultured in DMEM complete medium with 10% foetal bovine serum (Lonza, Basel, Switzerland) in a 5% CO_2_ atmosphere. 50×10^3^ cells were transfected using Lipofectamine2000 (Thermo Fisher, Waltham, MA, USA) in a 6 wells plate. Transfection reagents plus miRNA/negative control (hsa‐miR‐106b‐5p #MC10067, Negative Control #4464058) at final concentration of 20nM were used following standard protocols. Seventy‐two hours after transfection, total RNA was extracted with Maxwell^®^ RSC miRNA Tissue Kit (Promega, Madison, WI, USA) according to manufacturer protocol. Total RNA was retro‐transcribed starting from 0.25μg RNA/sample using the High Capacity Kit (Thermo Fisher). Gene expression analysis was performed using the specific TaqMan probes (Thermo Fisher) hCCND1 (hs00765553_m1), and hACTIN (hs99999903_m1) as endogenous control. MiRNA expression was evaluated using the specific Taqman miRNA assay kits (Thermo): hsa‐miR‐106b‐5p #000442 and RNU48 #01006 (as endogenous control). PCR runs were performed with ABI Prism 7900HT (Applied Biosystems).

## 3 RESULTS

### 3.1 Hepatocyte proliferation following PH or TCP treatment.

According to previous reports,^16^ the measurement of labelling index of hepatocytes from mice subjected to TCP and PH showed that while a high number of hepatocytes was in an active S phase as early as 24 h after TCP treatment, almost no BrdU‐positive cells could be observed at the same time point after PH (Figure 1A, B). However, the peak of DNA synthesis was observed in both groups 36 h after treatment (Figure 1A, B) with a trend towards a return to quiescence at 48 h. Since these data suggest that different molecular events are responsible for the accelerated entry of hepatocytes into S phase observed after TCP treatment, we investigated the possible involvement of miRs in the priming phase of liver cells. To this aim, we analysed the expression profiles of mouse hepatic mRNA and miR at 1, 3 and 6 h after PH or TCP. Identification of miR and mRNA expression abundance was evaluated by NGS (miR) and Illumina microarray (mRNA) in the same samples.

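Liver mRNA of 21 female CD-1 mice was measured on Illumina mouse beadchips, 1 array per mouse, with 3 untreated control mice and 3 mice at each of 1, 3 and 6 h after PH or TCP. No sham-operated or vehicle group, and no control taken at 1, 3 or 6 h, is among the arrays. MicroRNA sequencing data were not analysed here. For each array the deposited table gives a signal intensity and a detection p-value for 45281 probes, the number that the methods give for the WG-6 beadchip, whereas the array labels name the MouseRef-8 beadchip. The number of probes with a detection p under 0.05 was 16827 to 17835 (median 17172) on the control arrays, 16938 to 17973 (median 17362), 16777 to 17637 (median 17121) and 16516 to 17002 (median 16898) at 1, 3 and 6 h after PH, and 15982 to 16940 (median 16798), 16210 to 16941 (median 16691) and 16587 to 17386 (median 16980) at these times after TCP. The authors' signals were not normalised between arrays and were here background corrected with an offset of 16, quantile normalised and log2 transformed (neqc of limma). Probes with a detection p under 0.05 on at least 3 arrays and a single gene symbol were kept (17970 probes), and the brightest probe stood for each of the 11442 genes. All comparisons came from 1 limma model with 7 groups, so that changes are log2 fold changes of 3 mice against 3 with a standard error (SE) pooled over the 21 arrays. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, and only called genes are said to rise or fall. Fits that left out 1 array of a comparison were run in turn. Where a call was lost, the array and the range of the change over these 6 fits are given for many, not all, of the genes. For a gene not detected on any array of a group, the fold is a lower bound ("at least") against the dimmest detected signal of those arrays. The 34 lists of genes of liver processes and cell types, and the rule for the genes named, were written before the files were examined. The values of the paper's Tables S1 and S2, from the same mice, had by then been seen, so that the list tests are not blind to them. Each list was tested against all other genes with limma's camera at a preset correlation between genes of 0.01, and again with the correlation estimated from the arrays, under which fewer lists pass.
The arrays lay on 4 beadchips. Beadchip 1 held control replicate 1, 1 array of TCP 3 h and all 3 of TCP 6 h. Beadchip 2 held 2 arrays of TCP 1 h and 2 of TCP 3 h but no control. Beadchip 3 held control replicate 2, the 3 arrays of PH 1 h and 2 of PH 3 h, and beadchip 4 held control replicate 3, the remaining array of PH 3 h, the 3 of PH 6 h and 1 of TCP 1 h. Results are therefore also given with the beadchip as a block in the model (marked "block") and as changes within a beadchip against its single control. The fits within a beadchip take the spread from the groups with several arrays on it, so that a lone array is assumed to vary like these. PH and TCP arrays of 1 time point never shared a beadchip, so their difference has no value within a beadchip.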

**FIGURE 1:**
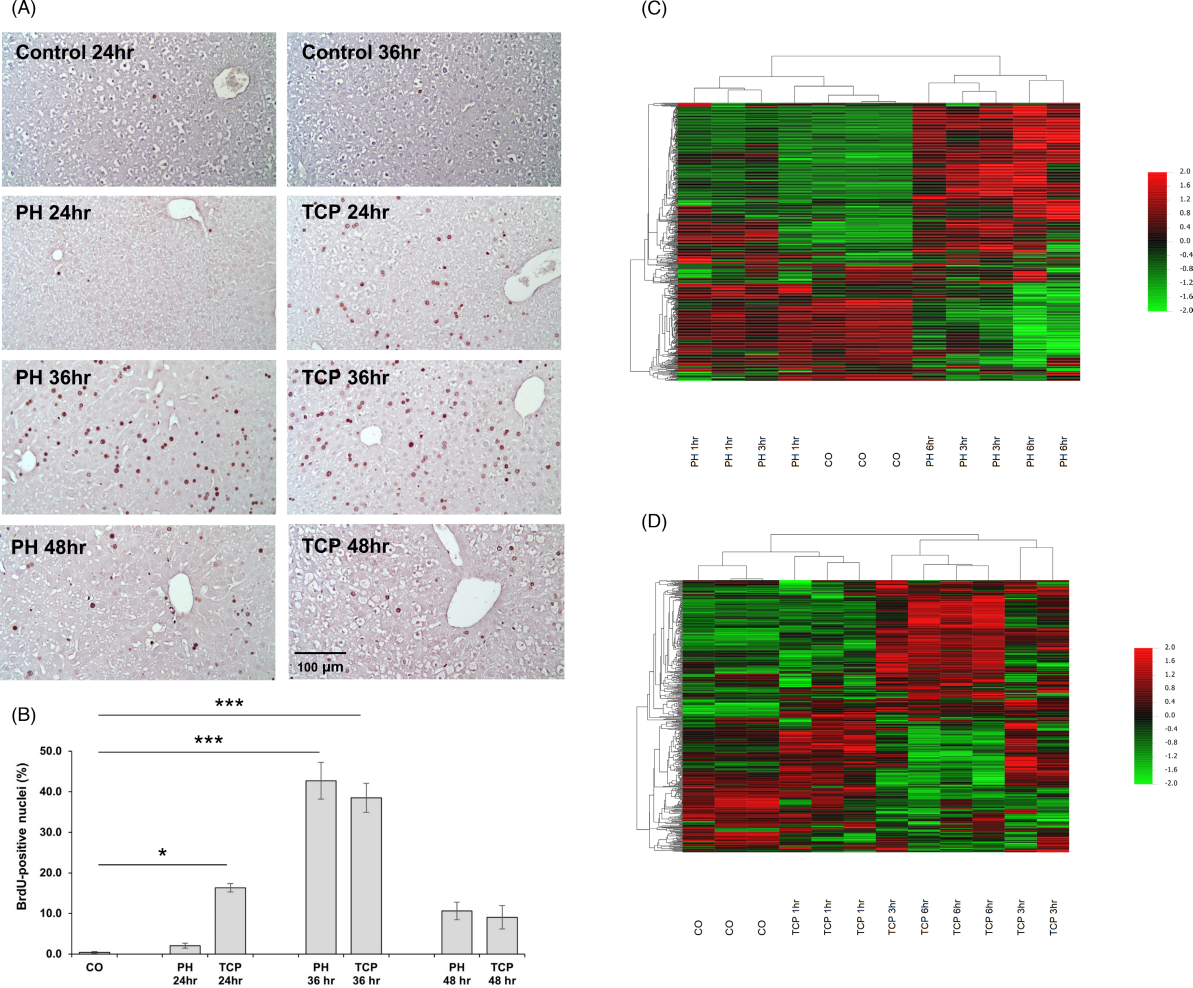
Hepatocyte proliferation and global gene expression profile following PH or TCP treatment. (A) Microphotographs illustrating the presence of BrdU‐positive hepatocyte nuclei (magnification ×20). CD‐1 female mice were subjected to 70% PH or TCP (3 mg/kg body weight) treatment and sacrificed 24, 36 or 48 h thereafter. All animals received BrdU (100 mg/kg) 2 h before the sacrifice; (B) Labelling Index (LI). LI was expressed as number of BrdU‐positive hepatocyte nuclei/100 nuclei. *p < 0.05; ***p < 0.001; (C) Hierarchical clustering of genes at the baseline (CO), 1, 3 and 6 h post‐PH. The red and green colours indicate upregulation and downregulation, respectively. Each row represents the expression of a gene and each column a sample. (D) Heatmap of differentially expressed genes at the baseline (CO), 1, 3 and 6 h post‐TCP. The red and green colours indicate upregulation and downregulation, respectively

### 3.2 Global gene expression profiles in regenerating livers after PH and TCP.

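Pdk4, which encodes a kinase that blocks the oxidation of pyruvate, rose 6 h after PH by a log2 fold change of 5.09 (SE 0.92, limma adjusted p = 0.00122), and Ier3, an early response gene of cell survival, rose at the same time by 3.80 (SE 0.44, limma adjusted p = 2.22e-05). After TCP, Thrsp, a gene of lipid synthesis in the hepatocyte, rose at 3 h by 1.98 (SE 0.21, limma adjusted p = 2.23e-05), and Fmo5, which encodes a flavin monooxygenase, rose by 1.65 (SE 0.21, limma adjusted p = 0.000286). With the beadchip as a block these 4 changes were 4.29, 3.86, 2.17 and 1.33, and within a beadchip 4.80, 3.76, 2.14 and 1.22. A moderated F test over the 3 time points against control, with an adjusted p under 0.05 and a 1.5-fold change at 1 time point or more, called 2378 of the 11442 genes after PH and 652 after TCP. In the model with the beadchip as a block it called 733 and 35 genes. No beadchip held a control and all 3 time points of a treatment, so this count has no value within a beadchip. The TCP count was 290 without TCP 6 h replicate 3, 326 without TCP 6 h replicate 2, 352 without control replicate 2, 358 without control replicate 1, while for PH no single array moved the count by more than 1.5 times.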

Global transcriptome changes at 1, 3 and 6 h revealed a total of 810 and 527 genes differentially expressed (DE) in the PH and TCP groups, respectively (Table S1 and S2). Hierarchical clustering analysis of the PH differentially expressed genes stratified them into two major clusters: (1) control liver and PH 1 h and (2) PH 3 and 6 h (Figure 1C). Similarly, it also stratified differentially expressed genes after TCP into two major clusters: (1) control liver and TCP 1 h and (2) TCP 3 and 6 h (Figure 1D).

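Igfbp1, which encodes a hepatocyte-secreted binding protein of insulin-like growth factors, rose 3 h after PH by 6.39 (SE 0.97, limma adjusted p = 0.00115, block 6.16 with adjusted p = 0.0106). Hilpda, which encodes a lipid droplet protein, rose by 5.30 (SE 1.01, limma adjusted p = 0.00534, block 5.48 with adjusted p = 0.0232), and Dbp, a transcription factor of the circadian output, fell with a change of -3.98 (SE 0.80, limma adjusted p = 0.00733, block -3.51 with adjusted p = 0.0424). The 6 largest rises at 3 h were those of Igfbp1, Atf3, Fos, Hilpda, Gadd45b and Cdkn1a, at 5.03 to 6.39 (4.76 to 6.16 with the beadchip as a block, 4.64 to 6.86 within a beadchip, 2.57 to 3.67 on the authors' normalised values), and 6 kept their call with the block, 6 on the authors' values and 6 in every fit that left out 1 array. The 6 largest falls were those of Dbp, Hbb-b2, Cdc20, Cyp17a1, Pdrg1 and Dnajc28, at -3.98 to -2.66 (-3.51 to -2.57 with the beadchip as a block, -4.42 to -1.0 within a beadchip, -3.53 to -0.71 on the authors' normalised values), and 2 kept their call with the block, 5 on the authors' values and 1 in every fit that left out 1 array. At 1 h the largest rises were those of Fos, Atf3, Dusp1, Fosb, Jun and Sort1, at 2.97 to 5.44 (2.79 to 5.83 with the beadchip as a block, 2.85 to 5.30 within a beadchip, 1.06 to 3.20 on the authors' normalised values), of which 1 kept its call with the block, 2 on the authors' values and 0 in every fit that left out 1 array. Angptl4, which encodes an inhibitor of lipoprotein lipase, fell at 1 h with a change of -2.77 (SE 0.32, limma adjusted p = 0.000402, block -2.53 with adjusted p = 0.0258). With Amn, Birc5, Lgals4, Plk1 and Pcsk4 it made up the 6 largest falls, at -2.77 to -1.77 (-2.54 to -1.75 with the beadchip as a block, -2.75 to -1.82 within a beadchip, -2.40 to -0.38 on the authors' normalised values), of which 3 kept their call with the block, 3 on the authors' values and 2 in every fit that left out 1 array. Atf3 and Fosb were not detected on the control arrays and rose at least 29.1-fold and at least 9.32-fold at 1 h, and Atf3 at least 51.0-fold at 3 h. Complete-linkage clustering of the 12 arrays on the correlation over the 2378 genes changed after PH put 7 arrays with the controls, namely the 3 controls, the 3 arrays of PH 1 h and PH 3 h replicate 2, and left the other 5 arrays of PH 3 and 6 h together. Thus 11 of 12 arrays lay as described, with average linkage and with all tested genes as well, at array correlations of 0.7285 or more over the changed genes and 0.9228 or more over all genes.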

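Cyp2d9, which encodes a steroid hydroxylase of the male-type P450 family, rose 1 h after TCP by 2.03 (SE 0.33, limma adjusted p = 0.0256, block 1.58 with adjusted p = 0.555) and at 3 h by 2.52 (SE 0.33, limma adjusted p = 0.00105, block 2.07 with adjusted p = 0.0896). Cyp26a1, which encodes the enzyme that degrades retinoic acid, rose at 3 h by 3.69 (SE 0.79, limma adjusted p = 0.0355, block 3.90 with adjusted p = 0.251), and Nnmt, a nicotinamide methyltransferase, by 2.52 (SE 0.53, limma adjusted p = 0.0313, block 2.05 with adjusted p = 0.303). Their calls at 3 h were lost in each of the 6 left-out fits (range 3.53 to 3.95) for Cyp26a1 and without control replicate 1 or 2, or TCP 3 h replicate 1, 2 or 3 (range 2.22 to 3.05) for Nnmt, and that of Cyp2d9 at 1 h without control replicate 1 or 2, or TCP 1 h replicate 1 or 2 (range 1.65 to 2.38). The 6 largest rises at 1 h, of Tcim, Cyp2d9, Klf2, Skil, Tnfrsf1b and Sgk1, were 1.68 to 2.59 (1.41 to 2.72 with the beadchip as a block, 0.67 to 2.97 within a beadchip, 0.51 to 1.86 on the authors' normalised values), and of these 0 kept their call with the block, 3 on the authors' values and 0 in every fit that left out 1 array. The 6 largest falls at that time, of Amn, Pcsk4, Sp5, Lockd, Zfp655 and Hjurp, were -1.98 to -1.0 (-1.83 to -0.95 with the beadchip as a block, -2.40 to -0.69 within a beadchip, -0.87 to -0.21 on the authors' normalised values), and of these 0 kept their call with the block, 3 on the authors' values and 0 in every fit that left out 1 array. Lockd, a noncoding transcript, was not detected on the TCP 1 h arrays and fell at least 1.73-fold. At 3 h the 6 largest rises, of Gadd45b, Cyp26a1, Fosl2, Lpin1, Nnmt and Cyp2d9, were 2.52 to 4.30 (2.05 to 3.90 with the beadchip as a block, 2.35 to 3.72 within a beadchip, 1.08 to 2.34 on the authors' normalised values), and of these 0 kept their call with the block, 3 on the authors' values and 1 in every fit that left out 1 array. The 6 largest falls at 3 h were those of Cdkn3, Dnaic1, Birc5, Kif22, Arl16 and Asb2, of which 0 kept their call with the block, 2 on the authors' values and 0 in every fit that left out 1 array. Without Cdkn3 they were -2.48 to -1.97 (-2.58 to -2.00 with the beadchip as a block, -3.34 to -1.97 within a beadchip, -0.66 to -0.47 on the authors' normalised values). Cdkn3, which encodes a phosphatase of cyclin-dependent kinases, was not detected on the TCP 3 h arrays and fell at least 6.49-fold. Clustering over the 652 genes changed after TCP put 9 arrays together, the controls with all of TCP 1 h and TCP 3 h, and the 3 arrays of TCP 6 h apart, so that 9 of 12 arrays lay as described, at correlations of 0.8213 or more. Over all tested genes 11 of 12 arrays did, TCP 3 h replicate 2 lying with the controls. The changed genes of each treatment were chosen by a test on the same groups, so that clustering over them is not independent of the groups.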

As shown in Figure 2A TCP induced deregulation of a lower number of genes (Figure 2A). 

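Il1b, which encodes a cytokine of macrophages, was higher 1 h after PH than 1 h after TCP by 2.49 (SE 0.32, limma adjusted p = 0.000515, block 2.88 with adjusted p = 0.180), and Sphk1, which makes the lipid signal sphingosine 1-phosphate, was higher at 3 h by 4.01 (SE 0.57, limma adjusted p = 0.000908, block 4.90 with adjusted p = 0.0830). Zfp750, a zinc finger gene, was lower after PH than after TCP at 3 h with a difference of -2.58 (SE 0.33, limma adjusted p = 0.000201, block -2.72 with adjusted p = 0.0930). Against control, 61 genes were called at 1 h after PH (34 higher, 27 lower) and 16 after TCP (10 higher, 6 lower), and at 3 h 851 after PH (448 higher, 403 lower). At an unadjusted p under 0.05 these counts were 1200, 888 and 2399. Tested directly, PH and TCP differed in 33 genes at 1 h (27 higher after PH, 6 lower), in 486 at 3 h (294 higher, 192 lower) and in 1153 at 6 h (532 higher, 621 lower). Under the beadchip block limma called 8 genes for PH 1 h, 535 for PH 3 h and 0 for TCP 1 h, and 0, 6 and 32 for the 3 differences. Within a beadchip, with 1 control array each, it called 3 genes for PH 1 h, 9 and 4 for PH 3 h (beadchips 3 and 4) and 0 for TCP 1 h. The 6 largest differences each way were -3.24 to 4.71 at 1 h and -3.18 to 5.12 at 3 h, with Fos, Cxcl1, Fosb, Socs3 and Marco besides Il1b higher after PH at 1 h, and Angptl4, Lcn12, Cyp2b10, Retsat, Mgll and Elovl2 lower. At 3 h they were Igfbp1, Atf3, Hilpda, Fos, Sphk1 and Chka higher after PH, and Cyp17a1, Dbp, Zfp750, Ppp1r3b, Usp2 and Tbx3 lower. None of these 24 calls was kept with the block, where the changes were -2.56 to 5.36 and -2.72 to 5.30, while 5 of 12 and 11 of 12 were kept on the authors' values. Of the differences called at 1, 3 and 6 h, the block kept a median share of 1.09, 1.07 and 0.868. It raised the standard error by a median ratio of 1.64, 1.57 and 1.64 over the tested genes. Several counts rest on single arrays. The PH 1 h count was 5 without control replicate 2, 8 without control replicate 1, 9 without PH 1 h replicate 3, 36 without PH 1 h replicate 2, 116 without PH 1 h replicate 1. The PH 3 h count was 305 without PH 3 h replicate 3, 374 without control replicate 1, 389 without PH 3 h replicate 1, 415 without control replicate 2, 540 without control replicate 3. The TCP 1 h count was 0 without control replicate 1, 0 without control replicate 2, 1 without TCP 1 h replicate 1, 1 without TCP 1 h replicate 2, 2 without TCP 1 h replicate 3. For the difference at 1 h it was 6 without TCP 1 h replicate 2, 8 without TCP 1 h replicate 1, 14 without TCP 1 h replicate 3, 16 without PH 1 h replicate 3, 84 without PH 1 h replicate 2. At 3 h it was 181 without PH 3 h replicate 3, 264 without TCP 3 h replicate 1, 274 without PH 3 h replicate 1, 282 without TCP 3 h replicate 3, 831 without PH 3 h replicate 2.

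**Figure D1:**
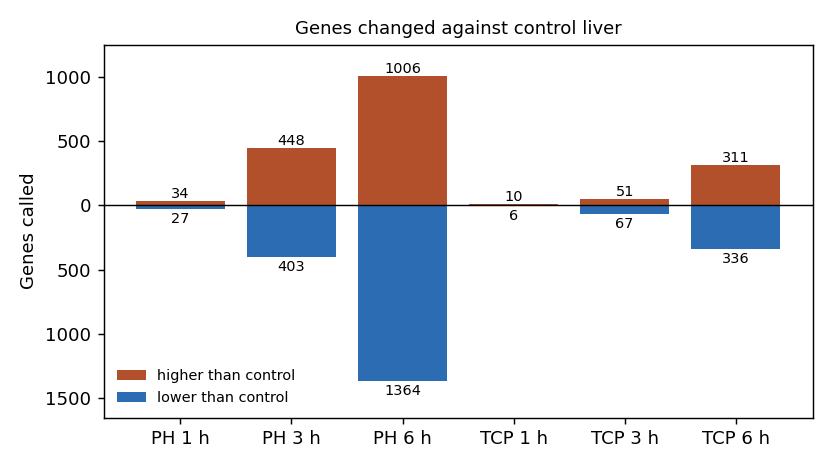
Number of genes called higher (up) and lower (down) at 1, 3 and 6 h after PH and after TCP against 3 control mice. The bars grow from 34 higher and 27 lower at PH 1 h to 1006 higher and 1364 lower at PH 6 h, and from 10 and 6 at TCP 1 h to 311 and 336 at TCP 6 h. Which direction is the larger at 6 h depended on the scaling of the arrays.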

The highest number of genes was found to be deregulated at 6 h after PH (395 genes), while a much lower number of genes was deregulated after TCP treatment—148 and 225 genes—at 3 and 6‐h, respectively. 

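Cd14, the macrophage receptor of endotoxin, rose 6 h after PH by 5.59 (SE 0.58, limma adjusted p = 1.78e-05, block 4.95 with adjusted p = 0.00116), and Saa2, an acute-phase protein of the hepatocyte, by 5.57 (SE 0.76, limma adjusted p = 0.000148, block 5.70 with adjusted p = 0.00585). Mcm10, which starts DNA replication, fell with a change of -3.29 (SE 0.39, limma adjusted p = 3.41e-05, block -2.73 with adjusted p = 0.00178). Cyp7a1, the first enzyme of bile acid synthesis, fell with a change of -4.37 (SE 1.24, limma adjusted p = 0.0203, block -3.66 with adjusted p = 0.159), with its call lost without control replicate 1 or 2, or PH 6 h replicate 1 or 3 (range -6.11 to -2.85). After TCP, Cyp2c55, a xenobiotic-induced P450, rose at 6 h by 4.45 (SE 0.51, limma adjusted p = 0.000122, block 4.07 with adjusted p = 0.0157), and Depp1, a target gene of FOXO factors, fell with a change of -5.39 (SE 0.96, limma adjusted p = 0.00518, block -4.97 with adjusted p = 0.147). At 6 h limma called 2370 genes after PH (1006 higher, 1364 lower; 3977 at an unadjusted p under 0.05). After TCP it called 118 genes at 3 h (51 higher, 67 lower; 1541 unadjusted) and 647 at 6 h (311 higher, 336 lower; 2349 unadjusted). With the beadchip as a block these counts were 1169, 10 and 78, and within a beadchip 22 on beadchip 4 for PH 6 h, and 42 and 252 on beadchip 1 for TCP 3 and 6 h, each against 1 control array and TCP 3 h with 1 array. The 6 largest rises 6 h after PH, of Igfbp1, Cd14, Saa2, Cdkn1a, Lcn2 and Tnfrsf12a, were 5.21 to 5.89 (4.63 to 5.70 with the beadchip as a block, 5.03 to 5.94 within a beadchip, 2.75 to 5.15 on the authors' normalised values), and of these 6 kept their call with the block, 6 on the authors' values and 6 in every fit that left out 1 array. The largest falls, of Cyp7a1, Mrnip, Mcm10, Fbxo21, Sc5d and Dbp, were -4.37 to -3.15 (-3.66 to -2.65 with the beadchip as a block, -4.16 to -2.69 within a beadchip, -2.94 to -1.21 on the authors' normalised values), and of these 4 kept their call with the block, 6 on the authors' values and 5 in every fit that left out 1 array. At TCP 6 h the largest rises, of Gadd45b, Cyp2c55, Fosl2, Cyp26a1, Insc and Noct, were 3.07 to 4.63 (3.01 to 4.70 with the beadchip as a block, 2.79 to 4.72 within a beadchip, 1.64 to 2.95 on the authors' normalised values), and of these 3 kept their call with the block, 5 on the authors' values and 4 in every fit that left out 1 array. The largest falls were those of Depp1, Mt2, Egr1, Amn, Ncmap and Ccng2, of which 1 kept its call with the block, 2 on the authors' values and 3 in every fit that left out 1 array. Without Amn and Ccng2 they were -5.39 to -2.33 (-4.97 to -2.50 with the beadchip as a block, -5.26 to -2.62 within a beadchip, -3.00 to -0.59 on the authors' normalised values). Amn and Ccng2 were not detected on the TCP 6 h arrays and fell at least 4.74-fold and at least 3.93-fold. The TCP 3 h count was 15 without control replicate 2, 20 without control replicate 1, 70 without TCP 3 h replicate 1, 74 without TCP 3 h replicate 2. The TCP 6 h count was 194 without TCP 6 h replicate 3, 244 without control replicate 2, 268 without control replicate 1, 289 without TCP 6 h replicate 2, 358 without control replicate 3, while no single array moved the PH 6 h count by more than 1.5 times. Which direction held more genes at 6 h depended on the scaling of the arrays.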

Ninety‐six genes resulted commonly altered at all the time points after PH, while 48 were commonly altered at all the time points upon TCP (Figure 2B). 

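Slc25a25, Hspa5 and Srm were among the genes that rose at all 3 times after PH. Hspa5, the main chaperone of the endoplasmic reticulum, changed by 1.33 (SE 0.22, limma adjusted p = 0.00641) at 1 h, 1.2 at 3 h and 1.25 at 6 h, and Tat, which degrades tyrosine, by 1.96 (SE 0.39, limma adjusted p = 0.0318), 2.37 and 2.53. Under the beadchip block the 1 h changes were 1.49 and 1.49, and within beadchip 3 1.51 and 1.67. The 1 h calls were lost without control replicate 2, or PH 1 h replicate 3 (range 1.07 to 1.52) for Hspa5 and without control replicate 1, 2 or 3, or PH 1 h replicate 2 or 3 (range 1.70 to 2.23) for Tat. Of the genes called at all 3 times, 36 were so after PH (23 higher, 13 lower at every time) and 6 after TCP. For PH the higher genes included the transcription factor genes Atf3, Fos, Jun, Fosl2 and Klf2, the cytokine genes Il1a and Il1b, and Zfp36, which destabilises cytokine mRNA, and the lower genes included Abcg8, Birc5, Cdca2, Per3, Plk1 and Tef. The 6 genes after TCP were Cebpb, Cyp2d9, Sgk1 and Thumpd1, which were higher, and Lockd and Pcsk4, which were lower. Independent lists of the same sizes would share 0.117 higher and 0.113 lower genes after PH, and 0.00121 and 0.00103 after TCP. Unchanged groups simulated against the same controls shared 0 in 100 draws; this value leaves out the effects, and that of independent lists the shared controls. Under the beadchip block limma called 6 such genes after PH and 0 after TCP. The PH count was 2 without control replicate 2, 2 without PH 1 h replicate 3, 4 without control replicate 1, 18 without PH 1 h replicate 2, 70 without PH 1 h replicate 1. The TCP count was 0 without control replicate 1, 0 without control replicate 2, 1 without TCP 1 h replicate 1, 1 without TCP 1 h replicate 2, 2 without TCP 1 h replicate 3, 3 without TCP 3 h replicate 2, 12 without control replicate 3.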

Our analysis also showed that 20 genes were commonly deregulated upon both treatments (11 were upregulated, 8 downregulated and 1 exhibited an inconsistent pattern of expression; Figure S1).

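Thumpd1, which encodes a tRNA modification factor, rose 1 h after PH by 0.99 (SE 0.21, limma adjusted p = 0.0340, block 1.03 with adjusted p = 0.267) and 1 h after TCP by 1.19 (SE 0.21, limma adjusted p = 0.0256, block 1.15 with adjusted p = 0.515). Its call 1 h after TCP was lost without control replicate 1 or 2, where limma called 0 genes at TCP 1 h. Thumpd1 was 1 of 5 genes called at all 3 times of both treatments, with Cebpb and Sgk1 also higher and Lockd and Pcsk4 lower, in every group. With the beadchip as a block limma called 0 such genes. The count was 0 without control replicate 1, 0 without control replicate 2, 0 without PH 1 h replicate 3, 1 without TCP 1 h replicate 1, 1 without TCP 1 h replicate 2, 1 without TCP 1 h replicate 3, 2 without PH 1 h replicate 2, 2 without TCP 3 h replicate 2, 3 without TCP 3 h replicate 1, 9 without control replicate 3. Taken by time point, 8 genes were called after both treatments at 1 h (4 higher, 4 lower), 49 at 3 h (21 higher, 27 lower, 1 opposite) and 386 at 6 h (158 higher, 214 lower, 14 opposite). With the block these counts were 0, 3 and 36. Independent lists would share 27.3 higher and 40.1 lower genes at 6 h, 2 and 2.36 at 3 h and 0.0297 and 0.0142 at 1 h, which leaves out the shared controls. The gene called in opposite directions at 3 h was Rhou, which encodes a small GTPase, at 0.61 after PH and -0.72 after TCP. Those at 6 h included Il6ra, the interleukin 6 receptor gene, at 0.94 after PH and -1.40 after TCP, Retreg1, a receptor for autophagy of the endoplasmic reticulum, at 1.39 and -1.10, Stbd1, a glycogen-binding protein gene, at -1.70 and 1.51, and Tlr5, the flagellin receptor gene, at -1.39 and 1.34. The overlap was 0 without control replicate 1, 0 without control replicate 2, 1 without PH 1 h replicate 3, 1 without TCP 1 h replicate 1, 1 without TCP 1 h replicate 2, 1 without TCP 1 h replicate 3, 3 without PH 1 h replicate 2, 17 without PH 1 h replicate 1 at 1 h. It was 7 without control replicate 1, 7 without control replicate 2, 24 without TCP 3 h replicate 1, 28 without TCP 3 h replicate 2, 83 without PH 3 h replicate 2 at 3 h. It was 115 without TCP 6 h replicate 3, 134 without control replicate 2, 152 without control replicate 1, 167 without TCP 6 h replicate 2, 223 without control replicate 3 at 6 h.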

**FIGURE 2:**
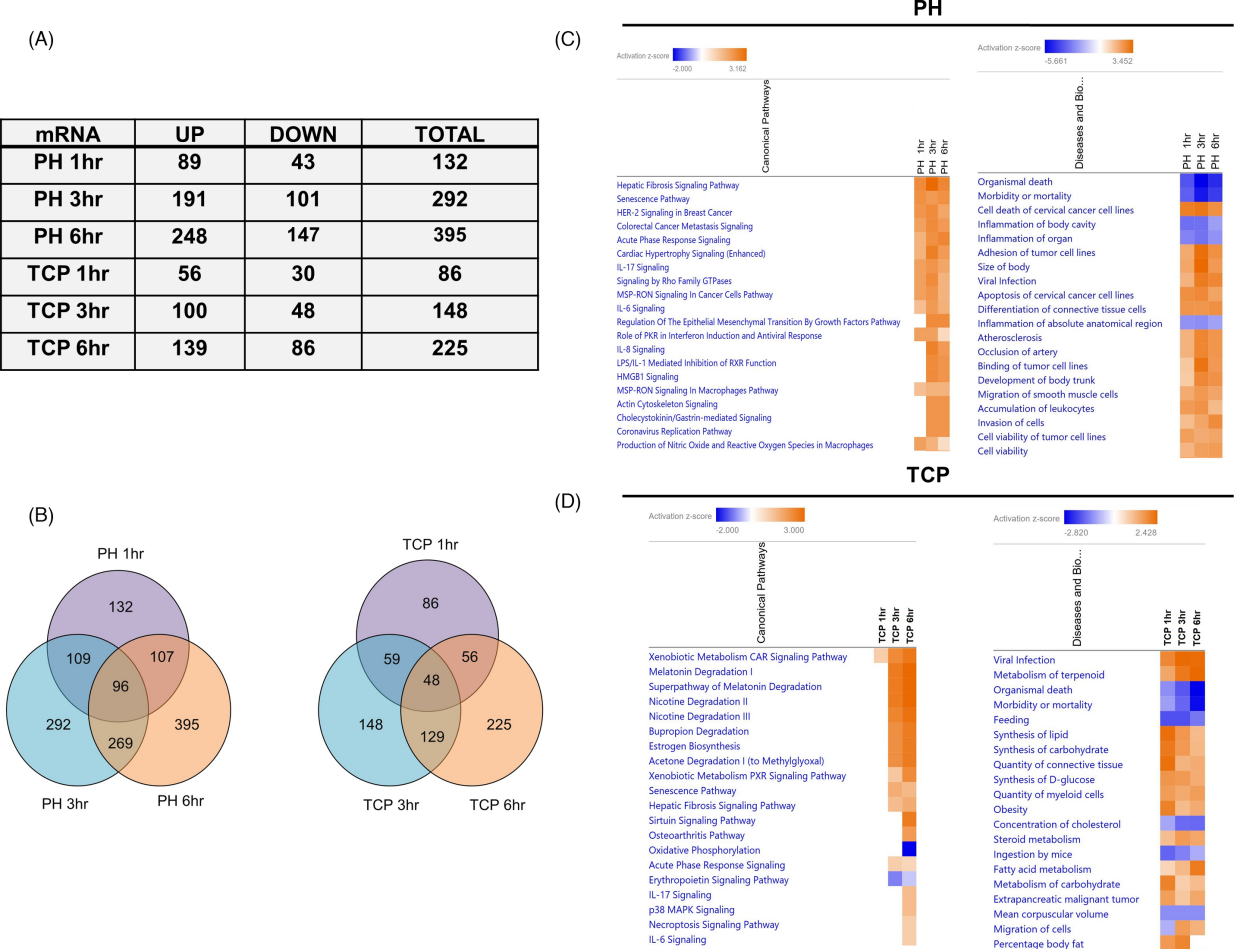
Ingenuity Pathway Analysis of deregulated genes after PH or TCP treatment. (A) Table showing the number of genes up‐ or downregulated at 1, 3 and 6 h post‐PH and TCP treatment; (B) Venn diagrams showing the number of deregulated and overlapping genes at 1, 3 and 6 h post‐PH or TCP treatment; (C) Heatmap for top 20 canonical pathways and diseases and biological function at 1, 3 and 6 h post‐PH. Colour is determined by Z‐score; the Z‐score >2 and <−2 is considered significant. Blue colour indicates suppressed disease /biological function or canonical pathways; orange indicates activated disease/biological function or canonical pathways; (D) Heatmap for top 20 canonical pathways and diseases and biological functions at 1, 3 and 6 h post‐TCP. Colour is determined by Z‐score; the Z‐score >2 and <−2 are considered significant. Blue colour indicates suppressed disease /biological function or canonical pathways; orange indicates activated disease/biological function or canonical pathways

Ingenuity Pathway Analysis (IPA) of DE genes 1, 3 and 6 h after PH versus control liver revealed their involvement in pathways related to Hepatic Fibrosis Signaling Pathway and Senescence Pathway (Figure 2C). 

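Timp1, an inhibitor of matrix proteases, rose at 3 h by 1.95 (SE 0.28, limma adjusted p = 0.000219, block 1.99 with adjusted p = 0.00187), and Lyve1, a hyaluronan receptor of sinusoidal endothelium, rose at 6 h by 1.98 (SE 0.33, limma adjusted p = 0.000198, block 1.90 with adjusted p = 0.00609). Gadd45g, a DNA damage response gene, rose at 6 h by 3.26 (SE 0.71, limma adjusted p = 0.00432, block 3.44 with adjusted p = 0.0358), and Il1b, part of the secretion of senescent cells, rose at 1 h by 2.53 (SE 0.32, limma adjusted p = 0.000402, block 2.56 with adjusted p = 0.0258). Of the 14 tested hepatic stellate cell markers, 2 were higher, 1 lower and 11 did not pass the test (2 higher and 1 lower adjusted over the list alone) at 6 h, Hgf and Dcn being higher and Lrat lower. Their median was 0.11 (camera adjusted p = 0.497, adjusted p = 0.757 with an estimated correlation), -0.04 with the beadchip as a block and -0.08 within beadchip 4. At 1 and 3 h 0 and 0 of them passed the limma test, with medians of 0.11 and 0.20. Hgf, the hepatocyte growth factor gene, was called at 6 h with 0.96 (SE 0.30, limma adjusted p = 0.0228), a call that was lost without control replicate 2 or 3, or PH 6 h replicate 3 (range 0.75 to 1.11) and with the beadchip as a block (0.75, adjusted p = 0.144). Enrichment by IPA was not computed here.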

The functional investigation also underlined common modifications between 1, 3 and 6 h post‐PH (Figure 2C), but none of them was directly related to cell cycle/cell proliferation.

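Jun, a subunit of AP-1, rose by 3.17 (SE 0.59, limma adjusted p = 0.0276, block 2.79 with adjusted p = 0.354) at 1 h, 4.00 (SE 0.59, limma adjusted p = 0.000705, block 3.81 with adjusted p = 0.00954) at 3 h and 2.93 (SE 0.59, limma adjusted p = 0.00222, block 3.11 with adjusted p = 0.0232) at 6 h. Its call at 1 h was lost without control replicate 1, 2 or 3, or PH 1 h replicate 2 or 3 (range 2.58 to 3.96). Btg2, an antiproliferative early gene, was not detected on the control arrays and rose at least 10.1-fold at 3 h. Of the 27 tested immediate-early genes, 8 were higher, 0 lower and 19 did not pass the test (16 higher and 0 lower adjusted over the list alone) at 1 h, 21 were higher, 0 lower and 6 did not pass the test (22 higher and 0 lower adjusted over the list alone) at 3 h. At 6 h 17 were higher, 0 lower and 10 did not pass the test (19 higher and 0 lower adjusted over the list alone). Their medians were 1.72 (camera adjusted p = 3.90e-22, adjusted p = 0.0502 with an estimated correlation), 2.51 (camera adjusted p = 3.30e-27, adjusted p = 0.0118 with an estimated correlation) and 1.94 (camera adjusted p = 4.35e-12, adjusted p = 0.0967 with an estimated correlation), or 1.94, 2.51 and 1.79 with the beadchip as a block. Against the control of 1 beadchip they were 1.84 within beadchip 3 at 1 h, 2.36 within beadchip 3 and 3.10 within beadchip 4 at 3 h and 1.94 within beadchip 4 at 6 h. Of the 19 actin and keratin cytoskeleton genes, 1 was higher, 0 lower and 18 did not pass the test (4 higher and 0 lower adjusted over the list alone) at 1 h, 14 were higher, 0 lower and 5 did not pass the test (15 higher and 0 lower adjusted over the list alone) at 3 h. At 6 h 16 were higher, 0 lower and 3 did not pass the test (16 higher and 0 lower adjusted over the list alone), with Tubb6, a tubulin, at 2.11 and 2.91 and Krt18, a keratin of hepatocytes, at 2.06 at 6 h. Their medians were 0.47 (camera adjusted p = 1.81e-05, adjusted p = 0.262 with an estimated correlation), 1.08 (camera adjusted p = 4.57e-17, adjusted p = 0.0138 with an estimated correlation) and 1.11 (camera adjusted p = 7.90e-12, adjusted p = 0.0608 with an estimated correlation), or 0.58, 1.08 and 1.08 with the block and 0.33 within beadchip 3 at 1 h, 0.77 within beadchip 3 and 1.68 within beadchip 4 at 3 h and 1.30 within beadchip 4 at 6 h.
Of the 31 ribosome biogenesis genes, 0 passed at 1 h, while 12 were higher, 0 lower and 19 did not pass the test (16 higher and 0 lower adjusted over the list alone) at 3 h. At 6 h 20 were higher, 0 lower and 11 did not pass the test (22 higher and 0 lower adjusted over the list alone). Rrp12, which exports ribosomal subunits, rose at 6 h by 2.93 (SE 0.29, limma adjusted p = 2.55e-06, block 2.57 with adjusted p = 0.000577). The list medians were 0.67 at 3 h (camera adjusted p = 4.30e-10, adjusted p = 0.101 with an estimated correlation) and 1.30 at 6 h (camera adjusted p = 2.87e-14, adjusted p = 0.0608 with an estimated correlation), 0.73 with the beadchip as a block, 0.65 within beadchip 3 and 0.59 within beadchip 4 at 3 h and 1.27 with the beadchip as a block and 1.14 within beadchip 4 at 6 h. Of the 26 acute-phase protein genes, 8 were higher, 0 lower and 18 did not pass the test (10 higher and 0 lower adjusted over the list alone) at 6 h, Lcn2 at 5.34 and Saa1 at 4.57 among them, against 0 and 2 higher at 1 and 3 h. Their median at 6 h was 0.52 (camera adjusted p = 4.53e-07, adjusted p = 0.155 with an estimated correlation), 0.45 with the beadchip as a block and 0.65 within beadchip 4. Of the 14 glucocorticoid target genes, 4 were higher, 0 lower and 10 did not pass the test (8 higher and 0 lower adjusted over the list alone) at 3 h. At 6 h 7 were higher, 0 lower and 7 did not pass the test (11 higher and 0 lower adjusted over the list alone), Dusp1 rising at 3.74 and 3.00. Their medians were 1.38 (camera adjusted p = 2.18e-05, adjusted p = 0.133 with an estimated correlation), 1.39 with the beadchip as a block, 1.21 within beadchip 3 and 1.57 within beadchip 4, and 1.66 (camera adjusted p = 1.91e-06, adjusted p = 0.116 with an estimated correlation), 1.39 with the beadchip as a block and 1.63 within beadchip 4.
Of 11 neutrophil markers, 1, 3 and 4 were higher and 0 lower by limma at 1, 3 and 6 h, adjusted over the list alone 3, 3 and 4. S100a9, a calcium-binding protein of neutrophils, rose at 3 h by 4.52 (SE 0.60, limma adjusted p = 0.000279, block 4.60 with adjusted p = 0.00142), and Retnlg, not detected on the control arrays, rose at least 5.32-fold. The neutrophil median at 3 h was 0.65 (camera adjusted p = 1.60e-07, adjusted p = 0.0869 with an estimated correlation), 0.60 with the beadchip as a block, 0.99 within beadchip 3 and 0.47 within beadchip 4. The Kupffer cell and macrophage median was 0.73 at 1 h (camera adjusted p = 2.83e-05, adjusted p = 0.349 with an estimated correlation), with 0 of 13 genes called, and -0.30 at 6 h (camera adjusted p = 0.318, adjusted p = 0.752 with an estimated correlation), with 1 lower. Of 14 endothelial markers, 4 were higher, 1 lower and 9 did not pass the test (4 higher and 1 lower adjusted over the list alone) at 6 h (camera adjusted p = 0.146, adjusted p = 0.683 with an estimated correlation), with a median of 0.05, 0.15 with the beadchip as a block and 0.13 within beadchip 4.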

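Cyp2b10, the classical target gene of the constitutive androstane receptor CAR, rose after TCP by 2.38 (SE 0.23, limma adjusted p = 1.44e-05, block 2.39 with adjusted p = 0.00121) at 3 h and 2.98 (SE 0.23, limma adjusted p = 2.46e-07, block 2.75 with adjusted p = 0.000123) at 6 h, and within beadchip 1 by 1.98 and 2.55. Cyp2b23, a related P450, rose at 6 h by 2.45 (SE 0.28, limma adjusted p = 4.02e-05, block 2.39 with adjusted p = 0.00566), and Cyp2b13 rose at 3 h by 1.59 (SE 0.32, limma adjusted p = 0.0223), a call lost without control replicate 1 or 2, or TCP 3 h replicate 1 or 3 (range 1.41 to 1.90) and with the beadchip as a block (1.71, adjusted p = 0.198). Of the 38 tested CAR target genes, 0 passed the limma test at 1 h (0 adjusted over the list alone). At 3 h 6 were higher, 0 lower and 32 did not pass the test (13 higher and 1 lower adjusted over the list alone), and at 6 h 12 were higher, 0 lower and 26 did not pass the test (17 higher and 0 lower adjusted over the list alone). The list median was 0.29 at 3 h (camera adjusted p = 1.48e-08, adjusted p = 0.260 with an estimated correlation), 0.32 with the beadchip as a block and 0.51 within beadchip 1, and 0.74 at 6 h (camera adjusted p = 1.24e-16, adjusted p = 0.0849 with an estimated correlation), 0.64 with the beadchip as a block and 0.67 within beadchip 1. At 1 h median and mean differed in sign (median -0.01, camera adjusted p = 0.559, adjusted p = 0.975 with an estimated correlation). After PH the list passed the test at no time, with 2 genes higher and 2 lower at 6 h, where the median was -0.01 and the mean and the test lay above 0 (camera adjusted p = 0.497). In the test of PH against TCP the difference of the list was -0.90 at 6 h (camera adjusted p = 1.26e-10, adjusted p = 0.0951 with an estimated correlation), with 1 gene higher and 17 lower after PH.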

IPA of the genes differentially expressed at 1, 3 and 6 h after TCP vs. control livers displayed completely different pathways and included Xenobiotic Metabolism CAR, Superpathway of Melatonin Degradation as well as Nicotine Degradation (Figure 2D). Functional investigation mainly underlined metabolic pathway modifications such as Synthesis of lipid, Feeding and Synthesis of Carbohydrate (Figure 2D).

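Lpin1, which makes diacylglycerol for triglyceride synthesis, rose 3 h after TCP by 2.56 (SE 0.46, limma adjusted p = 0.0129, block 2.86 with adjusted p = 0.123), a call lost without control replicate 1 or 2, or TCP 3 h replicate 1 (range 2.09 to 3.24). Pnpla3, a lipid droplet enzyme under SREBP control, had a change of 2.63 (SE 0.69) that did not pass the test (limma adjusted p = 0.0832). Of 21 genes of fatty acid and triglyceride synthesis, 0 passed at 1 h by limma (2 adjusted over the list alone), while 2 were higher, 0 lower and 19 did not pass the test (3 higher and 0 lower adjusted over the list alone) at 3 h. At 6 h 1 was higher, 0 lower and 20 did not pass the test (1 higher and 0 lower adjusted over the list alone). Their median was 0.41 at 1 h (camera adjusted p = 2.61e-06, adjusted p = 0.376 with an estimated correlation), 0.55 with the beadchip as a block and 0.76 within beadchip 4. At 3 h it was 0.69 (camera adjusted p = 5.32e-07, adjusted p = 0.284 with an estimated correlation), 0.80 with the beadchip as a block and 0.42 within beadchip 1, and at 6 h 0.05 (camera adjusted p = 0.526, adjusted p = 0.906 with an estimated correlation), 0.12 with the beadchip as a block and -0.02 within beadchip 1. Of 19 genes of gluconeogenesis and amino acid catabolism, 1 was higher, 0 lower and 18 did not pass the test (8 higher and 0 lower adjusted over the list alone) at 3 h, with G6pc, the last enzyme of glucose release, at 1.68 (SE 0.61) and not called (limma adjusted p = 0.227). The median of that list was 0.29 at 1 h (camera adjusted p = 0.000155, adjusted p = 0.376 with an estimated correlation), 0.13 with the beadchip as a block and 0.05 within beadchip 4. At 3 h it was 0.59 (camera adjusted p = 1.11e-07, adjusted p = 0.218 with an estimated correlation), 0.36 with the beadchip as a block and 0.45 within beadchip 1, and at 6 h 0.24 (camera adjusted p = 0.216, adjusted p = 0.884 with an estimated correlation), 0.22 with the beadchip as a block and 0.23 within beadchip 1. After PH the lipid synthesis list passed at no time (camera adjusted p = 0.133, 0.520 and 0.746), with a median of -0.06 at 3 h below a mean and a test above 0. The gluconeogenesis list had a median of 0.10 3 h after PH (camera adjusted p = 0.0340, adjusted p = 0.440 with an estimated correlation), 0.10 with the beadchip as a block, 0.15 within beadchip 3 and -0.03 within beadchip 4, with G6pc called at 2.74 (SE 0.61, limma adjusted p = 0.0140, block 2.49 with adjusted p = 0.0795). In the test of PH against TCP the lipid synthesis list differed by -0.52 at 3 h (camera adjusted p = 0.000228, adjusted p = 0.337 with an estimated correlation), -0.85 with the beadchip as a block.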

We also performed DAVID functional analysis using Gene Ontology annotation. 

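Btg2, an antiproliferative gene, rose 3 h after PH at least 10.1-fold (limma adjusted p = 0.00362, with the beadchip as a block 0.0170). Gadd45b, a stress sensor of the same family as Gadd45a, rose at 3 h by 5.24 (SE 0.85, limma adjusted p = 0.00173, block 5.25 with adjusted p = 0.0141) and at 6 h by 3.54 (SE 0.85, limma adjusted p = 0.00770, block 3.38 with adjusted p = 0.0678). Bbc3, which encodes a proapoptotic BCL2 protein, fell at 6 h with a change of -2.50 (SE 0.62, limma adjusted p = 0.00865, block -2.15 with adjusted p = 0.103), a call lost without PH 6 h replicate 1 (range -3.38 to -2.04). Of 28 tested negative regulators of the cell cycle, 0 passed the limma test at 1 h (5 higher adjusted over the list alone). At 3 h 8 were higher, 1 lower and 19 did not pass the test (10 higher and 1 lower adjusted over the list alone), and at 6 h 7 were higher, 4 lower and 17 did not pass the test (7 higher and 6 lower adjusted over the list alone). The list median was 0.10 at 1 h (camera adjusted p = 0.00888, adjusted p = 0.150 with an estimated correlation), 0.44 at 3 h (camera adjusted p = 7.69e-06, adjusted p = 0.0133 with an estimated correlation) and 0.08 at 6 h (camera adjusted p = 0.146, adjusted p = 0.449 with an estimated correlation). Under the beadchip block it was 0.17, 0.34 and 0.11, and 0.03 within beadchip 3 at 1 h, 0.35 within beadchip 3 and 0.35 within beadchip 4 at 3 h and 0.10 within beadchip 4 at 6 h.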

As shown in Figure 3A, among the genes upregulated after PH, many were related to apoptosis, cell cycle regulation and cell cycle arrest. Interestingly, genes classified as negative regulators of cell proliferation (*Sox9*, *Cdkn1a*, *Jun*, *Trp53inp1*, *Agt*, *Gja1*, *Tgif1*) or of ERK1/ERK2 cascade (*Ats3*, *Dusp1*, *Dusp6*, *Timp3*, *Ptpn1*) were upregulated following surgery (Figure S2). On the other hand, genes related to cellular metabolism were among the most deregulated after TCP (Figure 3B). 

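Sox9, a transcription factor of biliary and progenitor cells, rose 3 h after PH by 3.42 (SE 0.68, limma adjusted p = 0.00654, block 3.67 with adjusted p = 0.0233) and was not called at 6 h (1.59, SE 0.68, limma adjusted p = 0.107). Agt, the angiotensinogen gene of the hepatocyte, rose at 6 h by 1.39 (SE 0.21; 1.37 with the beadchip as a block), and Dusp6, a phosphatase of ERK, rose at 3 h by 1.88 (SE 0.33, limma adjusted p = 0.00167, block 2.04 with adjusted p = 0.00668). Timp3, a protease inhibitor, rose at 6 h by 2.09 (SE 0.28, limma adjusted p = 3.83e-05, block 1.91 with adjusted p = 0.00398). Ptpn1, a tyrosine phosphatase of growth factor receptors, rose at 6 h by 1.99 (SE 0.34, limma adjusted p = 0.000260, block 1.76 with adjusted p = 0.0119), whereas its call at 3 h (1.39, SE 0.34, limma adjusted p = 0.0135) was lost without control replicate 1, or PH 3 h replicate 1 or 3 (range 0.98 to 1.86). Of the 12 genes that the paper lists, 3 were higher, 0 lower and 9 did not pass the test (7 higher and 0 lower adjusted over the list alone) at 1 h, 12 were higher at 3 h, and 10 were higher, 0 lower and 2 did not pass the test (11 higher and 0 lower adjusted over the list alone) at 6 h, with medians of 0.89, 2.17 and 1.91. With the beadchip as a block these medians were 0.95, 2.25 and 1.80. The paper chose this list on the same mice, so the counts are not independent evidence. The list of negative regulators of ERK signalling was written after the paper's Tables S1 and S2 had been seen. It holds the ERK genes that the paper names, Atf3, Dusp1, Dusp6, Timp3 and Ptpn1, so that its tests are not independent of the study either. Of 19 negative regulators of ERK signalling in this list, 2 were higher, 0 lower and 17 did not pass the test (3 higher and 0 lower adjusted over the list alone) at 1 h, 9 were higher, 1 lower and 9 did not pass the test (10 higher and 1 lower adjusted over the list alone) at 3 h. At 6 h 8 were higher, 1 lower and 10 did not pass the test (8 higher and 1 lower adjusted over the list alone). Dusp5, a nuclear ERK phosphatase, rose at 3 h by 3.58 (SE 0.63, limma adjusted p = 0.00225, block 3.80 with adjusted p = 0.00974). The medians of this list were 0.33 (camera adjusted p = 0.00179, adjusted p = 0.0502 with an estimated correlation), 0.61 (camera adjusted p = 1.26e-05, adjusted p = 0.00872 with an estimated correlation) and 0.42 (camera adjusted p = 0.00110, adjusted p = 0.0324 with an estimated correlation), or 0.11, 0.54 and 0.51 with the block. Against the control of 1 beadchip they were 0.32 within beadchip 3 at 1 h, 0.62 within beadchip 3 and 0.41 within beadchip 4 at 3 h and 0.43 within beadchip 4 at 6 h.

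**Figure D2:**
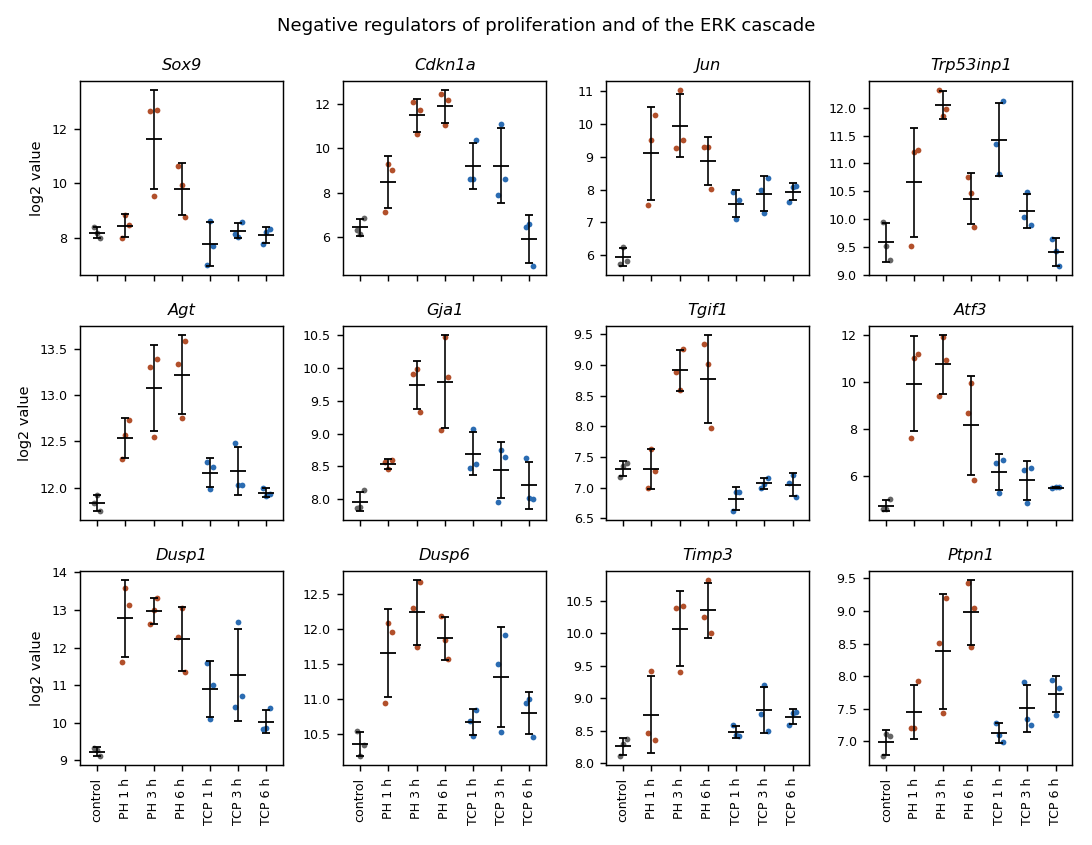
Normalised log2 signal of the 12 negative regulators on each array of control, PH and TCP, with the group mean. At PH 3 h all 12 genes lie above control, while at TCP 1, 3 and 6 h limma called 0 of them.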

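Klf9 and Mt1, which respond to glucocorticoids, fell 6 h after TCP with a change of -1.31 (SE 0.21, limma adjusted p = 0.000927, block -1.27 with adjusted p = 0.0457) and -1.69 (SE 0.24, limma adjusted p = 0.000330, block -1.71 with adjusted p = 0.0373). Of the 14 tested glucocorticoid target genes, 1 was higher, 0 lower and 13 did not pass the test (6 higher and 0 lower adjusted over the list alone) at 1 h, 1 was higher, 0 lower and 13 did not pass the test (5 higher and 1 lower adjusted over the list alone) at 3 h. At 6 h 1 was higher, 3 lower and 10 did not pass the test (1 higher and 3 lower adjusted over the list alone). Their median was 0.91 at 1 h (camera adjusted p = 4.57e-05, adjusted p = 0.376 with an estimated correlation), 0.36 with the beadchip as a block and 0.70 within beadchip 4. At 3 h it was 0.89 (camera adjusted p = 0.000536, adjusted p = 0.284 with an estimated correlation), 0.89 with the beadchip as a block and 0.38 within beadchip 1, and at 6 h -0.39 (camera adjusted p = 0.472, adjusted p = 0.896 with an estimated correlation), -0.13 with the beadchip as a block and -0.37 within beadchip 1. Nop56, a core protein of box C/D ribonucleoproteins, rose 6 h after TCP by 2.21 (SE 0.34, limma adjusted p = 0.000447, block 1.79 with adjusted p = 0.0329). Of the 31 tested ribosome biogenesis genes, 0 and 0 passed at 1 and 3 h by limma (13 at 3 h adjusted over the list alone), while 17 were higher, 1 lower and 13 did not pass the test (20 higher and 1 lower adjusted over the list alone) at 6 h. The medians of this list were 0.19 (camera adjusted p = 0.00465, adjusted p = 0.597 with an estimated correlation), 0.55 (camera adjusted p = 9.38e-08, adjusted p = 0.284 with an estimated correlation) and 0.86 (camera adjusted p = 1.24e-16, adjusted p = 0.0849 with an estimated correlation). Under the beadchip block they were 0.20, 0.38 and 0.92, and 0.06 within beadchip 4 at 1 h and 0.74 and 0.88 on beadchip 1. Against PH at 6 h, Cyp7a1 was higher after TCP, at -5.37 (SE 1.24, limma adjusted p = 0.0117, block -3.98 with adjusted p = 0.634) for PH against TCP, a call lost without PH 6 h replicate 1 (range -7.11 to -3.85). Higher after TCP as well were Dio1, the deiodinase that activates thyroid hormone, at -3.60 (SE 1.09, limma adjusted p = 0.0485, block -2.91 with adjusted p = 0.67), and Nrep, Rgs3, Cpsf4l and Cyp2c55, and the Dio1 call was lost without PH 6 h replicate 1 or 2, or TCP 6 h replicate 1, 2 or 3 (range -4.59 to -3.01). The glucocorticoid target genes were higher after PH than after TCP at 6 h by a median of 1.75 (camera adjusted p = 9.17e-12, adjusted p = 0.0283 with an estimated correlation), 1.36 with the beadchip as a block, with 11 higher and 0 lower of 14. Mt2, a metallothionein, was the largest of these differences at 5.23 (SE 0.82, limma adjusted p = 0.000897, block 4.50 with adjusted p = 0.192).

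**Figure D3:**
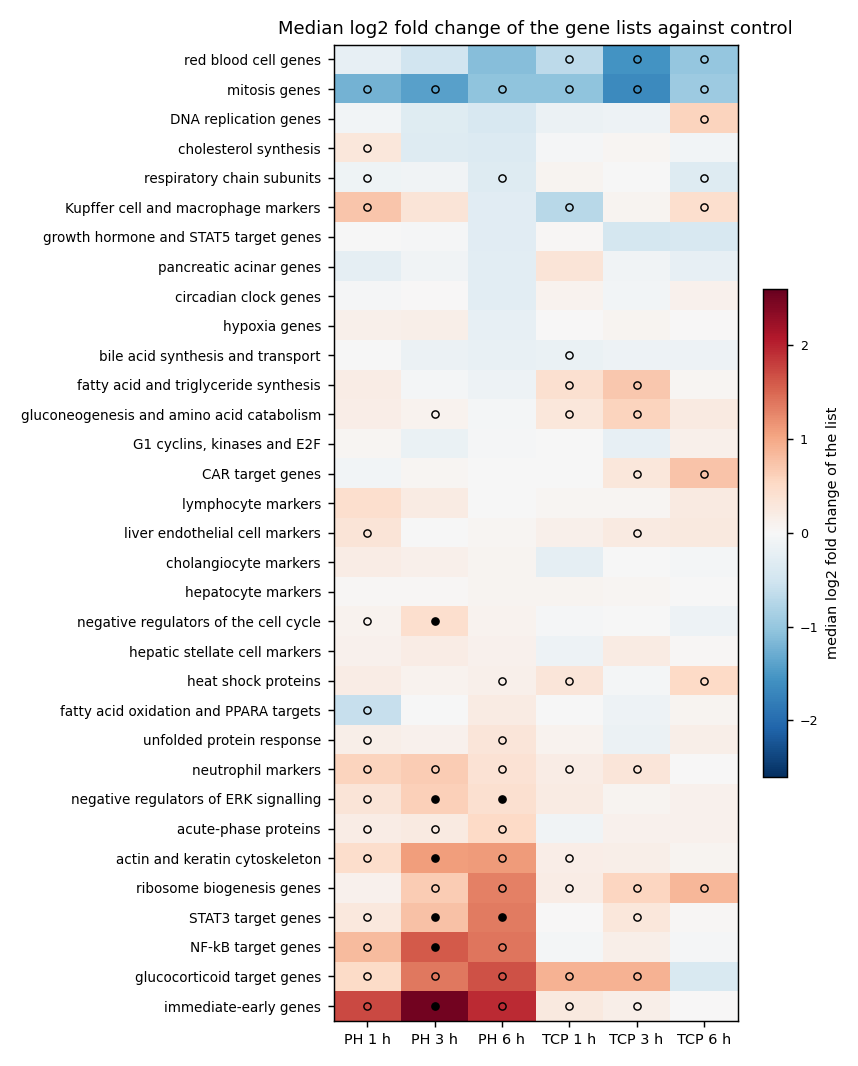
Median log2 fold change of 33 gene lists at 1, 3 and 6 h after PH and after TCP against control, with open circles for a camera adjusted p under 0.05 at the preset correlation and filled circles where the estimated correlation passes too. The only filled circles are at PH 3 h (6 lists) and PH 6 h (2 lists), and the TCP medians of CAR target genes reach 0.74 at 6 h.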

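Gadd45b, a stress-induced gene whose protein binds kinases of the p38 and JNK pathways, rose after TCP by 4.30 (SE 0.85, limma adjusted p = 0.0228, block 3.67 with adjusted p = 0.308) at 3 h and 4.63 (SE 0.85, limma adjusted p = 0.00594, block 4.70 with adjusted p = 0.116) at 6 h. Its change at 1 h was 3.66 (SE 0.85) and was not called (limma adjusted p = 0.144). Within beadchip 1 the changes at 3 and 6 h were 3.72 and 4.72, and on the authors' normalised values 1.80 and 2.06. The call at 3 h was lost without control replicate 1, 2 or 3, or TCP 3 h replicate 2 or 3 (range 4.11 to 4.63). Sgk1, a kinase gene induced by glucocorticoids, rose by 1.68 (SE 0.26, limma adjusted p = 0.0219, block 1.72 with adjusted p = 0.450) at 1 h, 1.09 (SE 0.26, limma adjusted p = 0.0416, block 1.2 with adjusted p = 0.275) at 3 h and 1.29 (SE 0.26, limma adjusted p = 0.00550, block 1.44 with adjusted p = 0.0941) at 6 h. Its calls were lost without control replicate 1 or 2, or TCP 1 h replicate 1 or 3 (range 1.52 to 1.93) at 1 h and without control replicate 1, 2 or 3, or TCP 3 h replicate 1 or 2 (range 0.75 to 1.39) at 3 h. After PH, Sgk1 rose by 1.48 (SE 0.26, limma adjusted p = 0.0112, block 1.41 with adjusted p = 0.242), 1.92 (SE 0.26, limma adjusted p = 0.000174, block 1.84 with adjusted p = 0.00338) and 2.17 (SE 0.26, limma adjusted p = 1.64e-05, block 2.10 with adjusted p = 0.00199) at 1, 3 and 6 h, the 1 h call being lost without control replicate 1 or 2, or PH 1 h replicate 2 or 3 (range 1.28 to 1.66). The difference between PH and TCP was -0.20 (SE 0.26, limma adjusted p = 0.918), 0.82 (SE 0.26, limma adjusted p = 0.0772) and 0.87 (SE 0.26, limma adjusted p = 0.0331, block 0.67 with adjusted p = 0.720) at these times, of which only that at 6 h was called, a call lost without PH 6 h replicate 1, 2 or 3, or TCP 6 h replicate 1 or 2 (range 0.72 to 0.97).

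**Figure D4:**
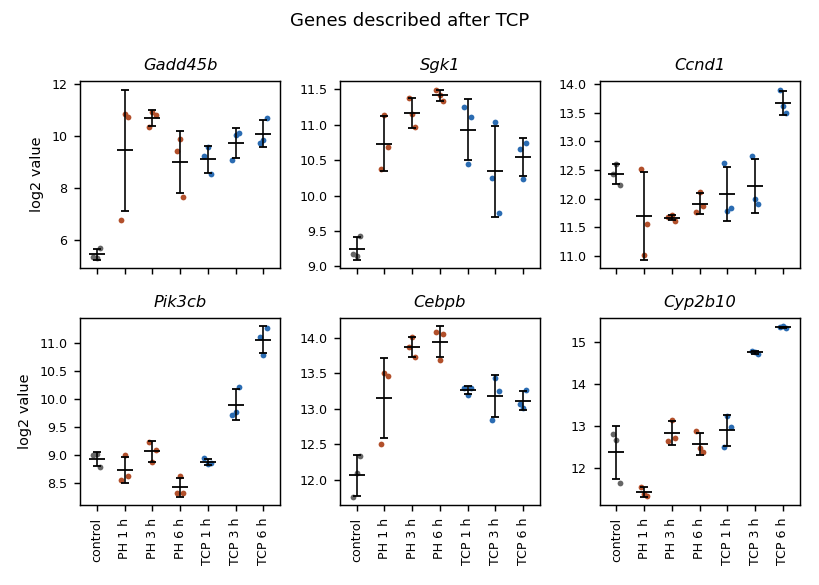
Normalised log2 signal of Gadd45b, Sgk1, Ccnd1, Pik3cb, Cebpb and Cyp2b10 on each array of control, PH and TCP at 1, 3 and 6 h, with the group mean. Gadd45b, Sgk1 and Cebpb lie above control after both treatments, whereas Cyp2b10 rises only after TCP, by 2.98 at 6 h.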

Interestingly, only genes positively related to the cell cycle (*Gadd45b*, *Sgk1*, and *Ccnd1*) were observed following xenobiotic treatment (Figure S2). 

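Plk3, a stress kinase gene, rose 6 h after TCP by 1.2 (SE 0.34, limma adjusted p = 0.0446, block 1.07 with adjusted p = 0.362), a call lost in each of the 6 left-out fits (range 1.05 to 1.30). Dusp1, a phosphatase of MAP kinases, had a change of 1.66 (SE 0.60), 2.03 (SE 0.60) and 0.79 (SE 0.60) at 1, 3 and 6 h and passed at none of them (limma adjusted p = 0.441, 0.125 and 0.525). Of 28 negative regulators of the cell cycle, 0 were higher and 0 lower by limma at 1 h (3 and 2 adjusted over the list alone), while 1 was higher, 1 lower and 26 did not pass the test (4 higher and 3 lower adjusted over the list alone) at 3 h. At 6 h 2 were higher, 1 lower and 25 did not pass the test (4 higher and 2 lower adjusted over the list alone). The higher genes were Gadd45b at 3 and 6 h and Plk3 at 6 h. The list medians were -0.04, -0.01 and -0.13, with means and tests above 0 at each time (camera adjusted p = 0.840, 0.564 and 0.930). Under the beadchip block the medians were -0.03, 0.10 and -0.10. Of 19 negative regulators of ERK signalling limma called 0 at each time, also adjusted over the list alone, with medians of 0.21, 0.07 and 0.12 (camera adjusted p = 0.372, 0.144 and 0.526). With the block these were 0.16, 0.25 and 0.13, and 0.16 within beadchip 4 at 1 h and 0.09 and 0.15 on beadchip 1. Of the 12 genes shown in Figure S2, limma called 0 at each time after TCP, and 5, 4 and 1 higher adjusted over the list alone, which is not independent evidence. Their medians were 0.53, 0.56 and 0.35. The cell cycle and ERK lists also hold genes that the paper names, such as Cdkn1a and Dusp1, and are not independent of the study. Tested directly, PH exceeded TCP in the cell cycle list by a median of 0.48 at 3 h (camera adjusted p = 6.43e-06, adjusted p = 0.0229 with an estimated correlation), 0.67 with the beadchip as a block, and in the ERK list by 0.43 at 3 h (camera adjusted p = 0.000382, adjusted p = 0.0229 with an estimated correlation) and 0.64 at 6 h (camera adjusted p = 0.000575, adjusted p = 0.0246 with an estimated correlation), 0.68 with the beadchip as a block at 3 h and 0.50 with the beadchip as a block at 6 h.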

No evidence of increased expression of negative regulators of cell proliferation, cell cycle arrest or of ERK1/ERK2 cascade was observed after TCP (Figure 3B).

**FIGURE 3:**
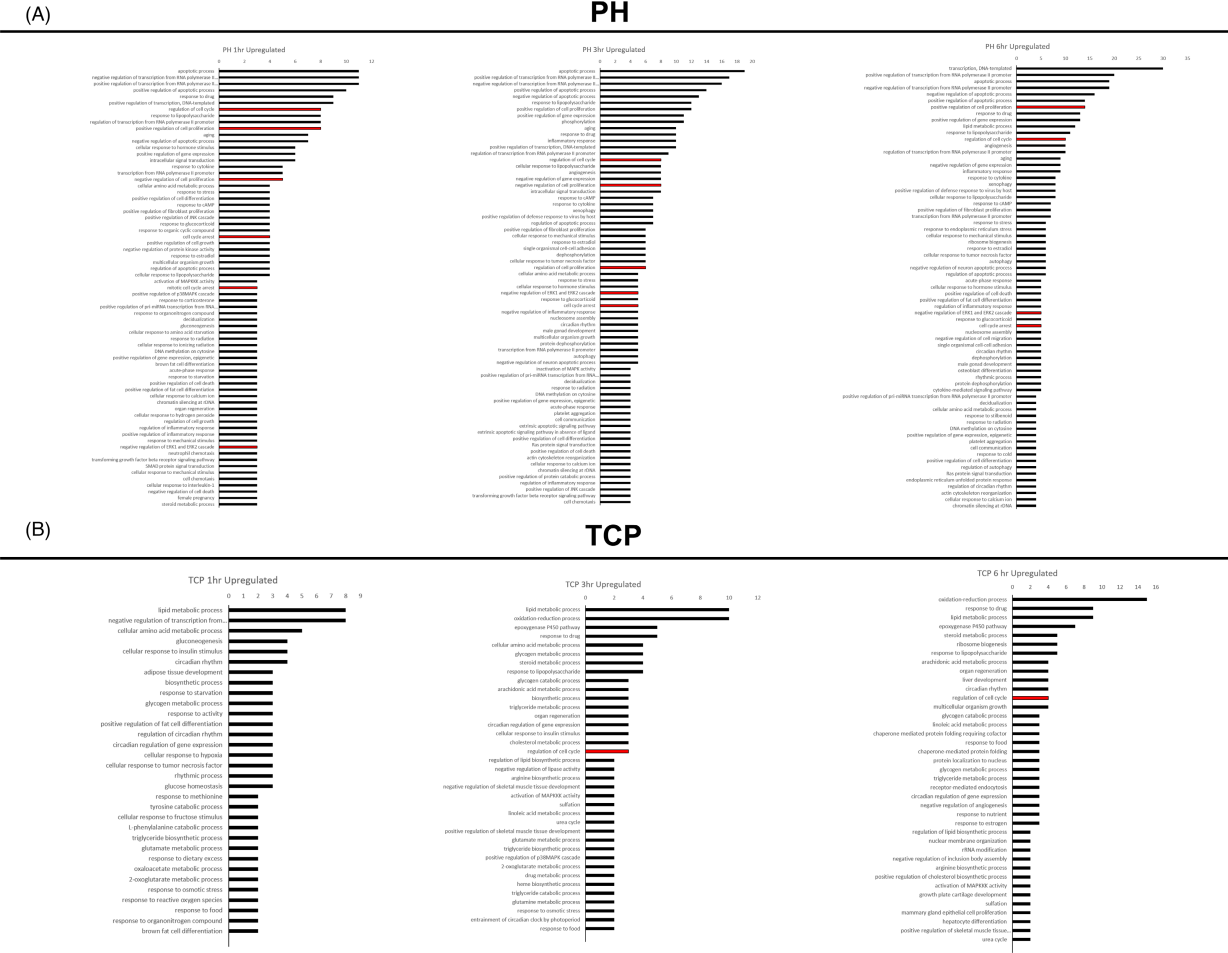
DAVID functional analysis using Gene Ontology annotation. (A) Gene Ontology enrichment analysis of biological processes for upregulated genes at 1, 3 and 6 h post‐PH; (B) Gene Ontology enrichment analysis of biological processes for upregulated genes at 1, 3 and 6 h post‐TCP treatment. Red colour indicates pathways positively/negatively related to regulation of cell proliferation

The most downregulated pathways in both experimental conditions are listed in Figure S3. 

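Slc10a1, the bile acid uptake carrier, and Cyp8b1, the enzyme that makes cholic acid, fell 6 h after PH, Cyp8b1 with a change of -2.15 (SE 0.51, limma adjusted p = 0.00687, block -2.05 with adjusted p = 0.0716). Abcg8, which exports cholesterol into bile, fell at 6 h with a change of -2.07 (SE 0.26, limma adjusted p = 3.00e-05, block -1.68 with adjusted p = 0.00226). Of 18 genes of bile acid synthesis and transport, 0 were higher, 5 lower and 13 did not pass the test (0 higher and 5 lower adjusted over the list alone) 6 h after PH (camera adjusted p = 0.0924, adjusted p = 0.499 with an estimated correlation), with a median of -0.20, -0.16 with the beadchip as a block and -0.28 within beadchip 4. After TCP 1 was lower at 6 h, with a median of -0.13 (camera adjusted p = 0.503), and at 1 h the median was -0.17 (camera adjusted p = 0.0176, adjusted p = 0.389 with an estimated correlation). Stard4, a cholesterol carrier, fell 6 h after PH with a change of -1.56 (SE 0.27, limma adjusted p = 0.000335, block -1.28 with adjusted p = 0.0192). Of 16 genes of cholesterol synthesis 3 were lower at 6 h after PH and 0 higher (limma), with a median of -0.35 (camera adjusted p = 0.0661, adjusted p = 0.582 with an estimated correlation), -0.34 with the beadchip as a block and -0.11 within beadchip 4. After TCP limma called 0 of them at any time, with medians of -0.03, 0.06 and -0.08 (camera adjusted p = 0.963, 0.412 and 0.930). Ndufa1, a subunit of respiratory complex I, fell 6 h after TCP with a change of -1.06 (SE 0.21, limma adjusted p = 0.00393, block -0.96 with adjusted p = 0.0780). Of 52 respiratory chain subunits, 1 was higher, 8 lower and 43 did not pass the test (1 higher and 8 lower adjusted over the list alone) 6 h after PH and 0 were higher, 8 lower and 44 did not pass the test (0 higher and 10 lower adjusted over the list alone) 6 h after TCP. Their medians were -0.33 (camera adjusted p = 0.00335, adjusted p = 0.536 with an estimated correlation), -0.33 with the beadchip as a block and -0.36 within beadchip 4, and -0.33 (camera adjusted p = 2.20e-07, adjusted p = 0.387 with an estimated correlation), -0.24 with the beadchip as a block and -0.32 within beadchip 1. Of 15 circadian clock genes, 1 was higher, 6 lower and 8 did not pass the test (2 higher and 6 lower adjusted over the list alone) 6 h after PH and 2 were higher, 1 lower and 12 did not pass the test (2 higher and 1 lower adjusted over the list alone) 6 h after TCP. Tef, a factor of the same family as Dbp, fell 3 h after PH with a change of -1.57 (SE 0.25, limma adjusted p = 0.000562, block -1.44 with adjusted p = 0.00247), and Nr1d1, the clock repressor REV-ERB alpha, fell 6 h after TCP with a change of -2.10 (SE 0.45, limma adjusted p = 0.00995, block -2.37 with adjusted p = 0.0706). The clock list passed at no time (camera adjusted p = 0.209, 0.993 and 0.405 after PH, 0.672, 0.446 and 0.483 after TCP), with medians of -0.28 and 0.11 at 6 h. The methods describe the controls as taken before treatment, and no group matched for time of day is among the arrays. Changes against control of clock genes such as Dbp, Tef and Nr1d1 can therefore not be told apart from a change with the time of day. The paper describes both protocols as run in parallel and at the same time, without the hour of day. If both began at the same hour, a change with the time of day would cancel in the test of PH against TCP. In that test Dbp was called lower after PH at 3 h, a call lost with the beadchip as a block.
Birc5, the survivin gene, fell 3 h after PH with a change of -2.15 (SE 0.44, limma adjusted p = 0.00420, block -1.94 with adjusted p = 0.0369). Cenpa, the histone variant of centromeres, fell 6 h after PH with a change of -2.08 (SE 0.39, limma adjusted p = 0.000921, block -1.70 with adjusted p = 0.0278) and 3 h after TCP with a change of -1.93 (SE 0.39, limma adjusted p = 0.0197, block -1.82 with adjusted p = 0.206), the latter call being lost without control replicate 1 or 2, or TCP 3 h replicate 2 or 3 (range -2.29 to -1.68). Of 13 tested mitosis genes, 2, 6 and 5 were lower at 1, 3 and 6 h after PH and 1, 6 and 2 after TCP, and 0 higher by limma (9, 10, 7, 7, 10 and 6 lower adjusted over the list alone). The medians were -1.22 (camera adjusted p = 2.20e-12, adjusted p = 0.105 with an estimated correlation), -1.42 (camera adjusted p = 4.73e-08, adjusted p = 0.133 with an estimated correlation) and -1.04 (camera adjusted p = 0.00118, adjusted p = 0.449 with an estimated correlation) after PH. After TCP they were -1.05 (camera adjusted p = 7.98e-10, adjusted p = 0.376 with an estimated correlation), -1.65 (camera adjusted p = 4.04e-12, adjusted p = 0.218 with an estimated correlation) and -0.95 (camera adjusted p = 0.000140, adjusted p = 0.512 with an estimated correlation). With the beadchip as a block they were -1.45, -1.36, -0.66, -0.68, -1.40 and -1.13. Against the control of beadchip 4 they were -0.60 at PH 3 h, -0.17 at PH 6 h and -0.10 at TCP 1 h, where the test turned to the other direction, and against those of beadchips 1 and 3 between -1.73 and -1.29. Red blood cell genes had medians of -0.21, -0.50 and -1.11 after PH and -0.68, -1.55 and -1.01 after TCP and passed with an estimated correlation at no time (adjusted p = 0.260 or more).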

While most of them involved metabolic pathways, none was directly related to cell cycle/cell proliferation.

### 3.3 Transcription Factors‐Dependent Pathways

Next, we analysed transcription factor (TF)‐dependent pathways differentially activated in the livers of PH and TCP mice. By examining the top 20 TFs in each group, we found striking differences between the two proliferative stimuli. Indeed, while RB1 was the most significantly downregulated TF in the PH livers at all the analysed time points it was not listed among the first 20 TFs after TCP (Figure 4A, B). In addition, while STAT3 was among the most significantly upregulated TF after PH (Figure 4A), it was profoundly downregulated 1 h after TCP treatment (Figure 4B). Furthermore, C/EBPβ, a TF that initiates a cascade of gene expression responsible for proliferation,^24^ was strongly upregulated by TCP at all the examined time points, whereas it was not modified within the first 6 h after surgery. 

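Rb1 mRNA fell 6 h after PH with a change of -0.69 (SE 0.24, limma adjusted p = 0.0384, block -0.74 with adjusted p = 0.0888), and the call was lost without control replicate 1, 2 or 3, or PH 6 h replicate 1 or 3 (range -0.84 to -0.58). At 1 and 3 h after PH it did not pass (0.02 (SE 0.24) and -0.16 (SE 0.24), limma adjusted p = 0.990 and 0.786). After TCP it fell at 3 h with a change of -1.05 (SE 0.24, limma adjusted p = 0.0276, block -1.24 with adjusted p = 0.123), a call lost without control replicate 1, 2 or 3, or TCP 3 h replicate 1 or 3 (range -1.40 to -0.79), and did not pass at 1 and 6 h (0.00 and -0.18). In the test of PH against TCP, Rb1 differed by 0.02 (SE 0.24, limma adjusted p = 0.994) at 1 h, 0.90 (SE 0.24, limma adjusted p = 0.0318, block 0.97 with adjusted p = 0.284) at 3 h and -0.51 (SE 0.24, limma adjusted p = 0.182) at 6 h. The difference at 3 h was called, a call lost without PH 3 h replicate 1, or TCP 3 h replicate 1 or 3 (range 0.63 to 1.24). RB1 restrains E2F factors, whose targets include genes of DNA replication. Of 22 tested DNA replication genes, 0 were higher, 1 lower and 21 did not pass the test (0 higher and 0 lower adjusted over the list alone) at 3 h after PH and 2 were higher, 4 lower and 16 did not pass the test (2 higher and 4 lower adjusted over the list alone) at 6 h. Tk1, the thymidine kinase of S phase, fell at 6 h with a change of -1.58 (SE 0.38, limma adjusted p = 0.00588, block -1.43 with adjusted p = 0.0800). Ung, a uracil glycosylase gene, rose by 1.55 (SE 0.54, limma adjusted p = 0.0479, block 1.73 with adjusted p = 0.119), a call lost without control replicate 1, 2 or 3, or PH 6 h replicate 1 or 3 (range 1.18 to 1.94). The list medians after PH were -0.07, -0.32 and -0.41 at 1, 3 and 6 h (camera adjusted p = 0.667, 0.348 and 0.252), or -0.19, -0.34 and -0.29 with the beadchip as a block. Of 13 G1 cyclins, kinases and E2F factors, 2 were higher, 1 lower and 10 did not pass the test (2 higher and 1 lower adjusted over the list alone) 6 h after PH, E2f3 being higher and E2f1 lower, and this list passed at no time, with a median of -0.03 below a mean and test above 0 at 6 h (camera adjusted p = 0.598). The protein activity that IPA infers from target genes was not computed here.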

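Stat3 mRNA rose 6 h after PH by 1.69 (SE 0.38, limma adjusted p = 0.00408, block 1.80 with adjusted p = 0.0336) and did not pass at 1 and 3 h (0.76 (SE 0.38) and 0.94 (SE 0.38), limma adjusted p = 0.510 and 0.153). A dimmer Stat3 probe passed at 3 h (1.12, limma adjusted p = 0.0359 over all probes). After TCP the changes of the gene were 0.14, 0.77 and 0.33 at 1, 3 and 6 h, and none was called (limma adjusted p = 0.964, 0.396 and 0.707). Bcl3, a nuclear cofactor induced by STAT3, rose 6 h after PH by 2.63 (SE 0.36, limma adjusted p = 4.50e-05, block 2.33 with adjusted p = 0.00449), and Osmr, the receptor gene for oncostatin M, by 2.44 (SE 0.35, limma adjusted p = 6.25e-05, block 2.45 with adjusted p = 0.00276). Of 17 STAT3 target genes, 0 were called 1 h after PH by limma (1 higher adjusted over the list alone), while 6 were higher, 0 lower and 11 did not pass the test (10 higher and 0 lower adjusted over the list alone) at 3 h. At 6 h 8 were higher, 0 lower and 9 did not pass the test (8 higher and 0 lower adjusted over the list alone). Their medians were 0.27 (camera adjusted p = 0.00181, adjusted p = 0.105 with an estimated correlation), 0.77 (camera adjusted p = 3.28e-07, adjusted p = 0.0118 with an estimated correlation) and 1.35 (camera adjusted p = 8.59e-07, adjusted p = 0.0324 with an estimated correlation), or 0.36, 0.81 and 1.10 with the beadchip as a block. Against the control of 1 beadchip they were 0.29 within beadchip 3 at 1 h, 0.62 within beadchip 3 and 1.00 within beadchip 4 at 3 h and 1.11 within beadchip 4 at 6 h. After TCP limma called 0 of the 17 at each time. The medians were 0.00 at 1 h, with a mean and test below 0 (camera adjusted p = 0.963), 0.30 at 3 h (camera adjusted p = 0.0423, adjusted p = 0.284 with an estimated correlation) and 0.03 at 6 h (camera adjusted p = 0.526). With the block these were -0.09, 0.22 and 0.07. In the test of PH against TCP the list differed by 0.22 at 1 h (camera adjusted p = 0.00237, adjusted p = 0.0943 with an estimated correlation), 0.39 at 3 h (camera adjusted p = 0.000588, adjusted p = 0.0600 with an estimated correlation) and 1.04 at 6 h (camera adjusted p = 2.55e-07, adjusted p = 0.0246 with an estimated correlation), or 0.61, 0.46 and 0.47 with the block. IPA's activation scores for STAT3 were not computed here.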

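Cebpb mRNA, which encodes C/EBPβ, rose after TCP by 1.2 (SE 0.21, limma adjusted p = 0.0256, block 1.05 with adjusted p = 0.515) at 1 h, 1.12 (SE 0.21, limma adjusted p = 0.0105, block 1.13 with adjusted p = 0.114) at 3 h and 1.06 (SE 0.21, limma adjusted p = 0.00514, block 1.38 with adjusted p = 0.0220) at 6 h. After PH it rose by 1.10 (SE 0.21, limma adjusted p = 0.0212, block 0.94 with adjusted p = 0.267), 1.81 (SE 0.21, limma adjusted p = 0.000135, block 1.65 with adjusted p = 0.00112) and 1.88 (SE 0.21, limma adjusted p = 7.67e-06, block 1.72 with adjusted p = 0.000790) at these times. The difference between PH and TCP was -0.10 (SE 0.21, limma adjusted p = 0.960) at 1 h, 0.69 (SE 0.21, limma adjusted p = 0.0661) at 3 h and 0.83 (SE 0.21, limma adjusted p = 0.0127, block 0.35 with adjusted p = 0.808) at 6 h, of which the last was called and was lost without PH 6 h replicate 1, or TCP 6 h replicate 2 (range 0.76 to 0.95). Within a beadchip the changes were 0.95 at TCP 1 h on beadchip 4, 1.09 and 1.36 at TCP 3 and 6 h on beadchip 1, 1.07 and 1.85 at PH 1 and 3 h on beadchip 3 and 1.61 at PH 6 h on beadchip 4. Its normalised log2 signal was 12.06 in control livers, 13.26, 13.18 and 13.12 after TCP, and 13.16, 13.87 and 13.94 after PH. The calls were lost without control replicate 1 or 2, or TCP 1 h replicate 1, 2 or 3 (range 1.05 to 1.34) at TCP 1 h, without control replicate 1 or 2, or TCP 3 h replicate 2 (range 0.97 to 1.28) at TCP 3 h and without control replicate 1 or 2, or PH 1 h replicate 2 or 3 (range 0.93 to 1.42) at PH 1 h. The arrays measure mRNA, and the activity that IPA scores from target genes was not computed here.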

As shown in Figure 4C, several CEBPβ‐controlled genes progressively increased in the liver of mice treated with TCP 1, 3 and 6 h after treatment.

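Ctps, which makes CTP for nucleic acids and lipids, rose 6 h after TCP by 2.29 (SE 0.26, limma adjusted p = 3.20e-05, block 2.24 with adjusted p = 0.00743), after changes of 0.19 and 0.65 at 1 and 3 h that did not pass. Nup205, a nuclear pore gene, rose at 6 h by 1.67 (SE 0.17, limma adjusted p = 4.84e-06, block 1.69 with adjusted p = 0.00221) and Exosc8, an RNA exosome gene, by 1.84 (SE 0.24, limma adjusted p = 0.000122, block 1.74 with adjusted p = 0.00566). G6pc instead had its highest value at 1 h, at 2.61, and 1.07 at 6 h, and was not called. Of the 20 genes that Figure 4C draws around CEBPB, 18 were tested. After TCP, 3 were higher, 0 lower and 15 did not pass the test (6 higher and 0 lower adjusted over the list alone) at 1 h, 3 were higher, 0 lower and 15 did not pass the test (10 higher and 0 lower adjusted over the list alone) at 3 h. At 6 h 8 were higher, 0 lower and 10 did not pass the test (10 higher and 2 lower adjusted over the list alone). Because the paper drew this network from the same mice, these counts are not independent evidence. The median of the 18 changes was 0.32 at 1 h, 0.94 at 3 h and 1.26 at 6 h, or 0.37, 0.91 and 1.42 with the beadchip as a block. Within a beadchip it was 0.76 at 1 h on beadchip 4, and 0.95 and 1.36 at 3 and 6 h on beadchip 1. Of the genes called, 0 of 3 at 1 h, 0 of 3 at 3 h and 5 of 8 at 6 h kept their limma call with the block, and 0, 1 and 7 did so in every fit that left out 1 array. After PH the same 18 genes had medians of 0.79, 1.43 and 0.99 at 1, 3 and 6 h, with 2, 9 and 8 higher and 0 lower by limma. Directly compared at 6 h, 6 of them were higher and 4 lower after PH than after TCP, of which 1 kept its call with the block and 5 in every left-out fit.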

**FIGURE 4:**
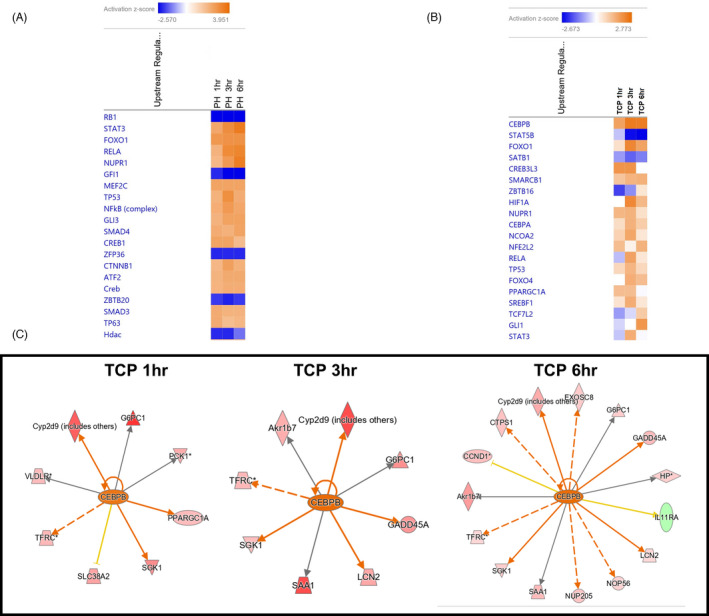
Transcription factor analysis following PH or TCP treatment. (A, B) Heatmaps for top 20 upstream regulators at 1, 3 and 6 h post‐PH (A) or TCP (B). Colour is determined by Z‐score; the Z‐score >2 and <−2 is considered significant. Blue colour indicates suppressed disease/biological function or canonical pathways; orange indicates activated disease/biological function or canonical pathways; (C) Gene interaction networks regulated by the transcription factor CEBPβ in mice 1, 3 and 6 h after treatment with TCP

Five TFs (STAT3, RELA, NUPR1, FOXO1, TP53) were deregulated in both PH and TCP‐treated mice (compare Figure 4A, B). 

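Foxo1, which encodes a factor of fasting metabolism, rose 6 h after PH by 0.96 (SE 0.28, limma adjusted p = 0.0153, block 0.82 with adjusted p = 0.137), and Rela, which encodes the p65 subunit of NF-kB, rose by 0.78 (SE 0.15, limma adjusted p = 0.000976, block 0.70 with adjusted p = 0.0156). The Foxo1 call was lost without control replicate 2, or PH 6 h replicate 1 (range 0.61 to 1.26). Nupr1, a stress-induced chromatin protein gene, was called at no time (1, 3 and 6 h: -0.81, 0.18 and -0.24 after PH, -0.30, -0.51 and -0.78 after TCP, limma adjusted p = 0.194 or more). After TCP neither Foxo1 (1.02, 0.18 and 0.14) nor Rela (0.10, -0.04 and 0.27) was called. In the test of PH against TCP at 6 h, Foxo1 differed by 0.82 (SE 0.28, limma adjusted p = 0.0614) and Rela by 0.51 (SE 0.15, limma adjusted p = 0.0330). IPA scores a regulator by its target genes and was not run here, so these values describe only the mRNA of the 3 genes.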

STAT3 and RELA were strongly upregulated following PH at all the analysed time points, while they were profoundly downregulated 1 h following TCP treatment. These results confirm previous observations showing that no change in the activation of transcription factors implicated in liver regeneration such as, NF‐kB, AP‐1 and STAT3 has been observed in nuclear receptor‐mediated hepatocyte proliferation.^13^ 

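Cxcl1, a neutrophil chemokine gene under NF-kB control, rose by 3.99 (SE 0.57, limma adjusted p = 0.000679, block 4.01 with adjusted p = 0.00680) at 3 h after PH and 4.41 (SE 0.57, limma adjusted p = 0.000107, block 4.48 with adjusted p = 0.00434) at 6 h, and had a change of 2.38 (SE 0.57) at 1 h that did not pass (limma adjusted p = 0.0935). It was higher after PH than after TCP by 3.54 (SE 0.57, limma adjusted p = 0.0140, block 3.94 with adjusted p = 0.807) at 1 h, 2.82 (SE 0.57, limma adjusted p = 0.0110, block 3.29 with adjusted p = 0.211) at 3 h and 5.78 (SE 0.57, limma adjusted p = 1.59e-05, block 5.91 with adjusted p = 0.0382) at 6 h, with the call lost without TCP 1 h replicate 1 or 3 (range 2.88 to 3.92) at 1 h and without PH 3 h replicate 3, or TCP 3 h replicate 1 (range 2.43 to 3.46) at 3 h. Of 20 tested NF-kB target genes, 1 was higher, 0 lower and 19 did not pass the test (8 higher and 0 lower adjusted over the list alone) at 1 h, 13 were higher, 0 lower and 7 did not pass the test (17 higher and 0 lower adjusted over the list alone) at 3 h after PH. At 6 h 12 were higher, 0 lower and 8 did not pass the test (12 higher and 0 lower adjusted over the list alone). The list medians were 0.83 (camera adjusted p = 2.79e-08, adjusted p = 0.105 with an estimated correlation), 1.59 (camera adjusted p = 3.43e-14, adjusted p = 0.0133 with an estimated correlation) and 1.39 (camera adjusted p = 5.18e-09, adjusted p = 0.0608 with an estimated correlation), or 0.72, 1.47 and 1.2 with the beadchip as a block. Against the control of 1 beadchip they were 0.72 within beadchip 3 at 1 h, 1.44 within beadchip 3 and 1.86 within beadchip 4 at 3 h and 1.43 within beadchip 4 at 6 h. Between PH and TCP the list differed by a median of 0.97 at 1 h (camera adjusted p = 6.02e-11, adjusted p = 0.0943 with an estimated correlation), 1.32 at 3 h (camera adjusted p = 1.07e-11, adjusted p = 0.0289 with an estimated correlation) and 1.27 at 6 h (camera adjusted p = 9.17e-12, adjusted p = 0.0283 with an estimated correlation), with 2, 9 and 11 genes higher and 0 lower after PH by limma. With the block these differences were 0.95, 1.37 and 0.98. Neutrophil markers had medians of 0.59, 0.65 and 0.38 after PH and 0.20, 0.32 and 0.00 after TCP (adjusted p = 0.0869 or more with an estimated correlation). Tnfaip3, which ends NF-kB signalling, was not detected on the TCP 6 h arrays and was at least 3.34-fold higher after PH at 6 h.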

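Fosl2, a subunit of AP-1, rose after TCP by 2.69 (SE 0.49, limma adjusted p = 0.0133, block 2.55 with adjusted p = 0.231) at 3 h and 3.56 (SE 0.49, limma adjusted p = 0.000447, block 3.38 with adjusted p = 0.0489) at 6 h. The call at 3 h was lost without control replicate 1 or 2, or TCP 3 h replicate 3 (range 2.48 to 2.87). Egr1, an early response gene, fell 6 h after TCP with a change of -2.77 (SE 0.69, limma adjusted p = 0.0304, block -2.99 with adjusted p = 0.218), a call lost without control replicate 1 or 2, or TCP 6 h replicate 1 or 2 (range -3.21 to -2.34). Of 27 immediate-early genes, 1 was higher, 0 lower and 26 did not pass the test (3 higher and 0 lower adjusted over the list alone) at 1 h, 1 was higher, 0 lower and 26 did not pass the test (3 higher and 0 lower adjusted over the list alone) at 3 h after TCP. At 6 h 1 was higher, 1 lower and 25 did not pass the test (4 higher and 2 lower adjusted over the list alone). Their medians were 0.25 (camera adjusted p = 0.00366, adjusted p = 0.597 with an estimated correlation), 0.16 (camera adjusted p = 0.0232, adjusted p = 0.688 with an estimated correlation) and 0.02 (camera adjusted p = 0.446, adjusted p = 0.906 with an estimated correlation), or 0.06, 0.02 and 0.16 with the beadchip as a block and 0.55 within beadchip 4 at 1 h, 0.03 within beadchip 1 at 3 h and 0.09 within beadchip 1 at 6 h. Of 20 NF-kB target genes limma called 0, 1 and 0 higher and 0 lower (0, 2 and 0 higher adjusted over the list alone). The medians of this list were -0.05 (camera adjusted p = 0.614, adjusted p = 0.975 with an estimated correlation), 0.15 (camera adjusted p = 0.122, adjusted p = 0.688 with an estimated correlation) and -0.03, where the test lay above 0 (camera adjusted p = 0.930, adjusted p = 0.966 with an estimated correlation), or -0.18, 0.09 and 0.09 with the block. Between PH and TCP the immediate-early genes differed by 1.12 at 1 h (camera adjusted p = 8.16e-14, adjusted p = 0.0943 with an estimated correlation), 2.21 at 3 h (camera adjusted p = 5.85e-23, adjusted p = 0.0229 with an estimated correlation) and 1.54 at 6 h (camera adjusted p = 9.17e-12, adjusted p = 0.0951 with an estimated correlation), or 1.88, 2.45 and 0.96 with the block. The paper reasons from STAT3 and RELA being up after PH and down 1 h after TCP in Figure 4 that these results go with earlier observations on nuclear receptor-mediated proliferation, in which NF-kB, AP-1 and STAT3 were not activated.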

As to FOXO1—strongly upregulated after PH and unchanged or only slightly upregulated post‐TCP—it is interesting to note that forced expression or conditional activation of FOXO factors led to reduced Cyclin D1 expression.^25^, ^26^

### 3.4 miR expression in PH or TCP‐treated mice

To investigate miRs differentially expressed in the liver following the two proliferative stimuli, we applied time‐course analysis using the R/Bioconductor package “DESeq2”. Hierarchical clustering analysis in the PH group stratified the three time points into 2 major clusters: 1) Controls (CO), PH 1 and 3 h and 2) PH 6 h. Hierarchical clustering analysis on TCP samples did not display a clear separation of the different time points (Figure 5A, B).

**FIGURE 5:**
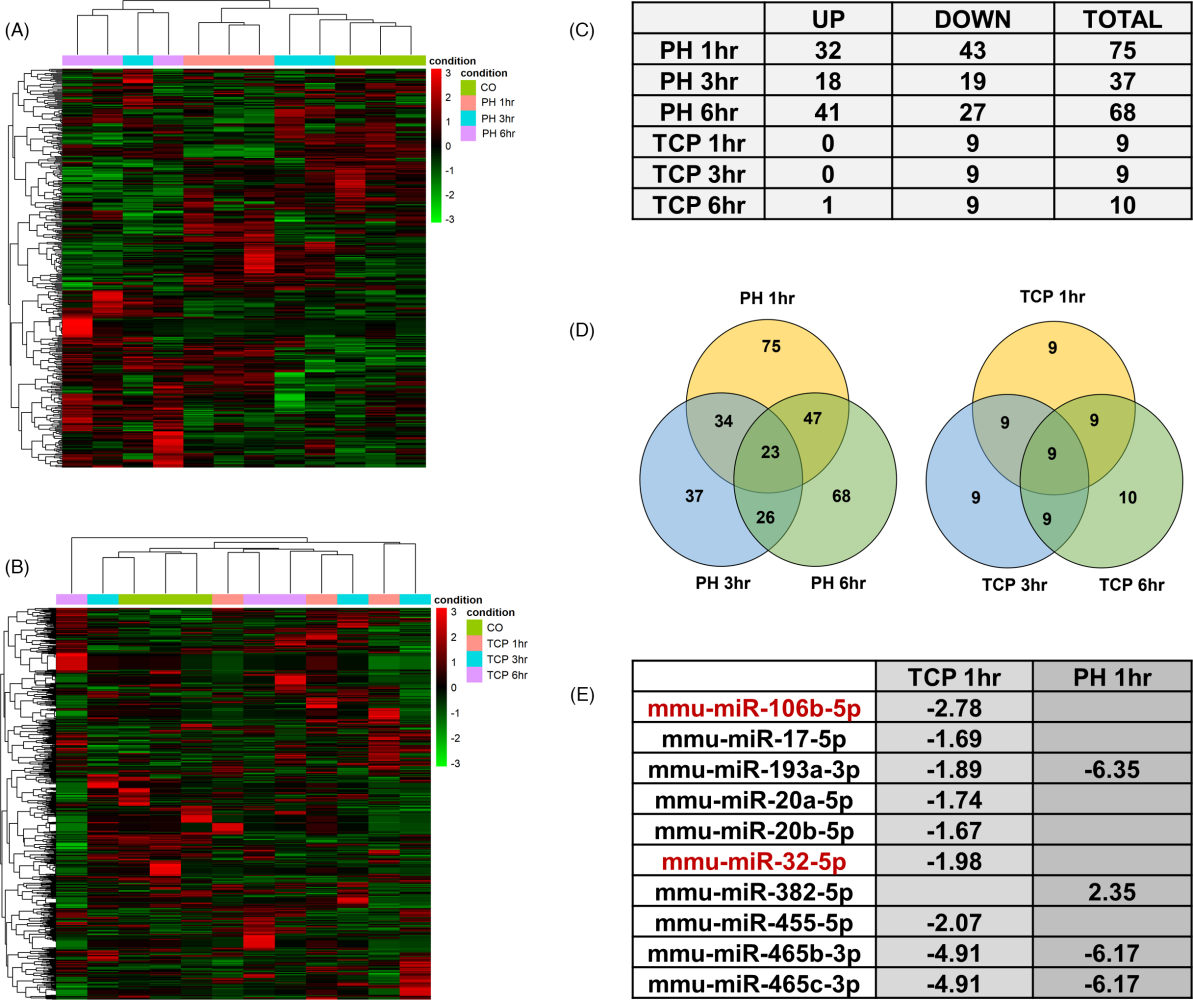
TCP and PH modify the global miR expression profile. (A) Heatmap of differentially expressed miRs at 1, 3 and 6‐h post‐PH. Red and green colours indicate miR upregulation and downregulation, respectively; (B) Heatmap of differentially expressed miRNAs at 1, 3 and 6 h post‐TCP. Red and green colours indicate upregulation and downregulation, respectively; (C) Table showing the number of miRs up or downregulated at 1, 3 and 6 h post‐PH or TCP treatment; (D) Venn diagrams showing the number of deregulated and overlapping miRs at 1, 3 and 6 h post‐PH or TCP treatment; (E) Table indicating miRs deregulated by TCP at 1 h, in common with PH. In red are indicated the miR deregulated exclusively in the TCP‐treated mice

A striking difference in the number of differentially expressed miRs was found between the two proliferative conditions (Figure S4 and S5). Indeed, while the expression of 102 miRs was significantly modified after PH, only 10 miRs were found differentially expressed in the TCP group. As to PH, the Venn diagram showed that the highest number of miRs was deregulated at 1 h (75 miRs) and 6 h (68 miRNAs) post‐surgery, whereas 23 miRs resulted commonly altered at all the time points (Figure 5C, D). Notably, the three most upregulated miRs 1 h after PH, miR‐124‐3p, miR‐9‐3p and miR‐9‐5p (Figure S4) act as inhibitors of proliferation in several cell types.^27^, ^28^

Similar to what was observed with mRNA expression, a much lower number of deregulated miRs was found after TCP treatment at all the analysed time points, with only 9 miRs being commonly altered at all the time points. Differently from PH, TCP caused downregulation of all the miRs at each time point, with the only exception of miR‐382‐5p that was upregulated 6 h after administration of the drug (Figure 5E, Figure S5). Interestingly, out of the 9 miRs deregulated 1 h after TCP, only 3 were altered in PH livers (Figure 5E). Notably, while most miRs were altered in both experimental groups (Figure S4 and S5), only 2 miRs—miR‐106b‐5p and miR‐32‐5p—were exclusively deregulated in TCP‐treated mice (Figure 5E).

### 3.5 miR‐mRNA interactions

To identify a possible link between differentially expressed miRs and genes, among the identified dysregulated genes, we selected multiMiR validated/predicted miR targets. In both experimental groups, several genes associated to the cell cycle and differentially expressed in both experimental groups were indeed targets of deregulated miRs. Among the most downregulated miRs post‐PH, we found 4 miRs (miR‐106a‐5p, miR 340‐5p, miR‐19b‐3p and miRNA‐455‐5p), targeting Socs3, a known tumour suppressor and an inhibitor of cell cycle. Indeed, Socs3 expression was already significantly upregulated 1 h after PH and remained elevated until 6 h post‐surgery (Table S3).

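Socs3, which encodes a feedback inhibitor of cytokine receptors, rose 3 h after PH by 3.33 (SE 0.52, limma adjusted p = 0.00115, block 3.52 with adjusted p = 0.00823) and 6 h after PH by 4.05 (SE 0.52, limma adjusted p = 8.38e-05, block 4.19 with adjusted p = 0.00380). At 1 h its change of 2.27 (SE 0.52) did not pass the test (limma adjusted p = 0.0704), was 2.48 with the beadchip as a block and passed when PH 1 h replicate 1 was left out, at 2.94. Within a beadchip the changes were 2.19 at 1 h on beadchip 3, 3.08 and 4.06 at 3 h on beadchips 3 and 4, and 4.43 at 6 h on beadchip 4. Against TCP, Socs3 was higher after PH by 3.19 (SE 0.52, limma adjusted p = 0.0140, block 3.29 with adjusted p = 0.845) at 1 h, 2.94 (SE 0.52, limma adjusted p = 0.00443, block 3.17 with adjusted p = 0.193) at 3 h and 4.04 (SE 0.52, limma adjusted p = 0.000137, block 4.52 with adjusted p = 0.0811) at 6 h, the call at 1 h being lost without PH 1 h replicate 3, or TCP 1 h replicate 1, 2 or 3 (range 2.75 to 3.86). Its own change after TCP was -0.92, 0.39 and 0.02, and none was called.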

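Fos, the c-fos gene of AP-1, rose after PH by 5.44 (SE 0.85, limma adjusted p = 0.0115, block 5.83 with adjusted p = 0.196) at 1 h, 5.32 (SE 0.85, limma adjusted p = 0.00154, block 5.60 with adjusted p = 0.0110) at 3 h and 4.34 (SE 0.85, limma adjusted p = 0.00205, block 4.39 with adjusted p = 0.0289) at 6 h. The call at 1 h was lost without control replicate 1 or 2, or PH 1 h replicate 3 (range 5.05 to 6.18). On the authors' normalised values the changes were 2.86, 2.71 and 2.10, and within a beadchip 5.24 at 1 h, 4.71 and 6.86 at 3 h, and 5.06 at 6 h. Ccnl1, which encodes cyclin L1, a factor of transcription and splicing, rose by 1.74 (SE 0.35, limma adjusted p = 0.00373, block 1.78 with adjusted p = 0.00642) at 3 h and 1.76 (SE 0.35, limma adjusted p = 0.00113, block 1.25 with adjusted p = 0.0384) at 6 h, and did not pass at 1 h (0.91, SE 0.35, limma adjusted p = 0.321). Of 28 tested genes that the results text of the paper names, 6 were higher, 0 lower and 22 did not pass the test (14 higher and 3 lower adjusted over the list alone) at 1 h, 20 were higher, 0 lower and 8 did not pass the test (22 higher and 1 lower adjusted over the list alone) at 3 h after PH. At 6 h 21 were higher, 1 lower and 6 did not pass the test (22 higher and 1 lower adjusted over the list alone), with medians of 0.83, 1.81 and 1.79. After TCP 2, 5 and 6 were higher and 0, 1 and 0 lower, with medians of 0.32, 0.56 and 0.31. Blocked by beadchip, 0 of 6, 20 of 20 and 17 of 22 calls were kept after PH and 0 of 2, 1 of 6 and 3 of 6 after TCP. The paper chose these genes on the same mice, so that the counts are not independent evidence.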

After PH, we also found upregulated both genes considered to be positively correlated to induction of proliferation (ie *c*‐*fos* and *Ccnl1*), as well as negative regulators of cell cycle (*Gadd45a and Cdkn1a*). In particular, Gadd45a was upregulated at all the time points and its upregulation was paralleled by downregulation of miR‐301b‐3p, miR‐484 and miR‐19b‐3p (validated) and miR‐130a‐3p, miR‐130b‐3p and miR‐301‐3p (predicted) to target it, as early as 1‐h post‐surgery. Moreover, downregulation of miR‐301 was associated with the upregulation of its target gene *Cdkn1a* (Figure 6A and Table S3).

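Gadd45a, a gene that arrests the cell cycle after stress, rose by 3.70 (SE 0.73, limma adjusted p = 0.00657, block 3.71 with adjusted p = 0.0388) at 3 h and 2.35 (SE 0.73, limma adjusted p = 0.0313, block 2.44 with adjusted p = 0.132) at 6 h after PH. At 1 h its change of 1.31 (SE 0.73) did not pass the test (limma adjusted p = 0.583) and was 1.29 with the beadchip as a block. The call at 6 h was lost without control replicate 1, 2 or 3, or PH 6 h replicate 1 or 2 (range 1.74 to 3.24). Within a beadchip the changes were 1.21 at 1 h on beadchip 3, 3.59 and 3.52 at 3 h, and 2.16 at 6 h on beadchip 4. The microRNAs named with Gadd45a were not analysed here.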

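Cdkn1a, the gene of the cyclin-dependent kinase inhibitor p21, rose by 5.03 (SE 0.83, limma adjusted p = 0.00204, block 4.76 with adjusted p = 0.0153) at 3 h and 5.44 (SE 0.83, limma adjusted p = 0.000370, block 4.63 with adjusted p = 0.0149) at 6 h after PH. At 1 h its change of 2.04 (SE 0.83) did not pass (limma adjusted p = 0.379). Within a beadchip the changes were 2.35 at 1 h, 5.21 and 4.86 at 3 h, and 5.03 at 6 h. On the authors' normalised values they were 0.85, 3.14 and 3.54. After TCP the gene was not called, at 2.75, 2.77 and -0.52, and the difference between PH and TCP was 2.27 (SE 0.83, limma adjusted p = 0.151) at 3 h and 5.96 (SE 0.83, limma adjusted p = 0.000377, block 4.34 with adjusted p = 0.296) at 6 h. The microRNA miR-301 was not analysed here.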

**FIGURE 6:**
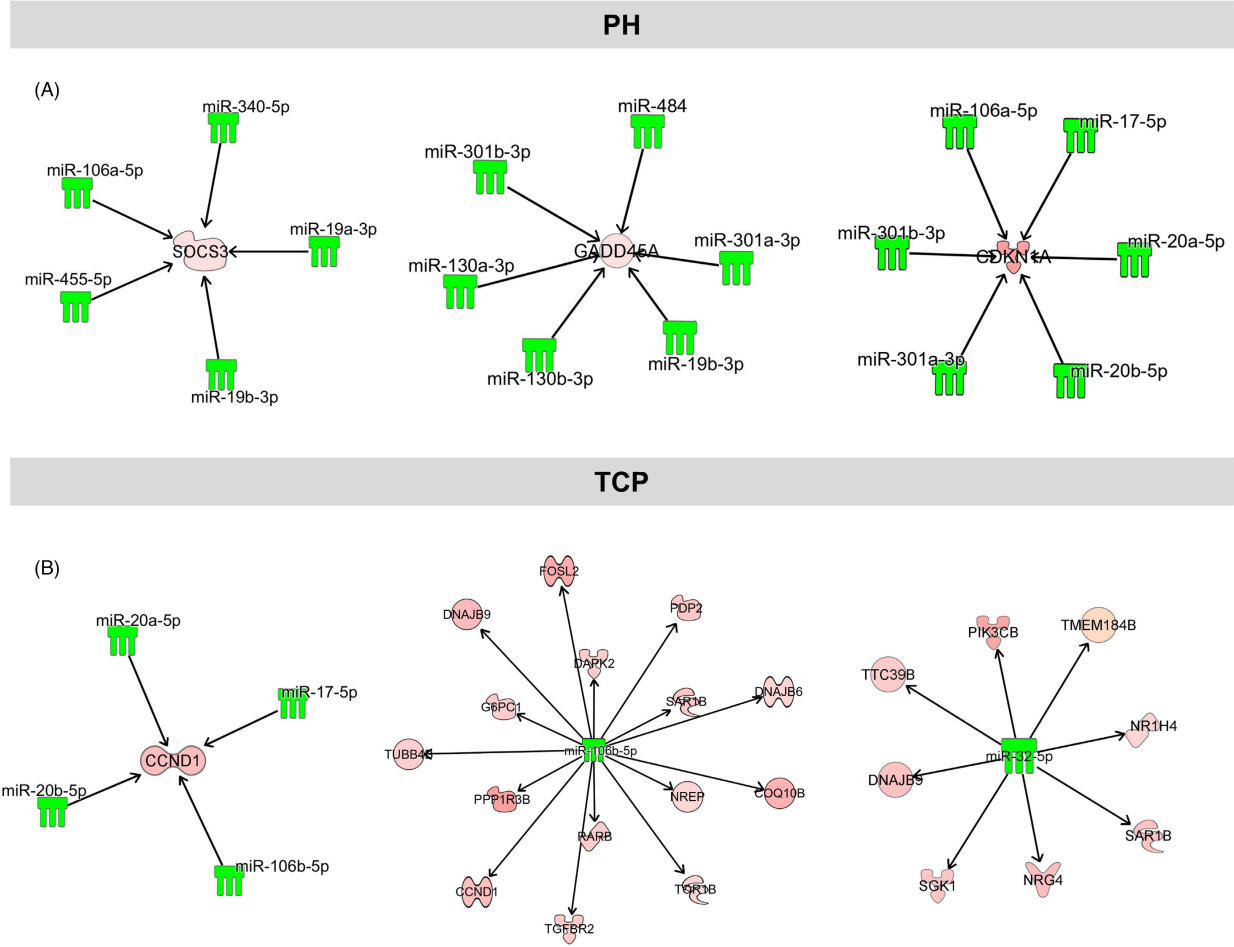
mRNA‐miR interaction networks of cell cycle‐related genes in mice subjected to PH or treated with TCP. (A) mRNA‐miR networks of *Socs3*, *Gadd45a* and *Cdkn1a* in mice subjected to PH showing that downregulation of several miRNAs is associated with the upregulation of their target genes; (B) mRNA‐miR networks of *Ccnd1*‐*miR*‐*106b*‐*5p and Sgk1*‐*Pik3cb*‐miR‐32‐5p in TCP‐treated mice. The panel shows miRs predicted/validated to target *Ccnd1* and downregulated after TCP (left side), and all the predicted target genes of miR‐*106b*‐*5p* and *miR*‐*32*‐*5p –*the only two miRs differentially expressed only in TCP mouse liver (middle and right side)

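Nfkbiz, which encodes the nuclear inhibitor IκBζ, rose by 2.09 (SE 0.40, limma adjusted p = 0.00362, block 1.96 with adjusted p = 0.0217) at 3 h and 1.95 (SE 0.40, limma adjusted p = 0.00195, block 1.78 with adjusted p = 0.0303) at 6 h after PH. At 1 h its change of 1.12 (SE 0.40) did not pass the test (limma adjusted p = 0.283). Within a beadchip the changes were 2.01 and 2.06 at 3 h and 1.91 at 6 h. After TCP they were 0.10, 0.55 and 0.29 at 1, 3 and 6 h and were not called, and the difference between PH and TCP was 1.54 (SE 0.40, limma adjusted p = 0.0339, block 1.69 with adjusted p = 0.299) at 3 h and 1.66 (SE 0.40, limma adjusted p = 0.0109, block 1.22 with adjusted p = 0.625) at 6 h. These calls were lost without PH 3 h replicate 1 or 3, or TCP 3 h replicate 1 or 2 (range 1.19 to 1.79) at 3 h and without PH 6 h replicate 1, or TCP 6 h replicate 3 (range 1.33 to 2.25) at 6 h.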

Nfkbiz—another negative regulator of the cell cycle^12^, ^29^ was upregulated 3 and 6 h after PH. Interestingly, in rat liver Nfkbiz is a target of miR‐376b.^30^ In our study, however, the role of miR‐376b is unclear as it was upregulated at 1 and 3 h after PH and downregulated at 6 h (Table S3). Whether mouse Nfkbiz is a target of miRs other than miR‐306b will require further studies.

In the TCP experimental group, no cell cycle negative regulator—other than Gadd45a—was significantly modified compared to control liver. 

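Gadd45a after TCP had a change of -0.05 (SE 0.73, limma adjusted p = 0.996, block -0.03 with adjusted p = 0.999) at 1 h, 2.22 (SE 0.73, limma adjusted p = 0.175, block 2.20 with adjusted p = 0.496) at 3 h and 2.25 (SE 0.73, limma adjusted p = 0.0846, block 2.19 with adjusted p = 0.415) at 6 h, and limma called none of the 3. Adjusted over the 28 negative regulators of the cell cycle alone, 4 were higher and 3 lower at 3 h and 4 and 2 at 6 h. Trp53inp1, a proapoptotic gene, had a change of 1.84 (SE 0.40, limma adjusted p = 0.0824, block 2.14 with adjusted p = 0.555) at 1 h, 0.56 at 3 h and -0.17 at 6 h, with no call. Ccng2, the gene of an atypical cyclin that slows the cell cycle, was not detected on the TCP 6 h arrays and fell at least 3.93-fold (limma adjusted p = 0.0459), a call lost in each of the 6 left-out fits and with the beadchip as a block (adjusted p = 0.417). Within beadchip 1, Gadd45a changed by 2.92 at 3 h and 2.54 at 6 h. The difference between PH and TCP for Gadd45a was 1.37 (SE 0.73, limma adjusted p = 0.639) at 1 h, 1.48 (SE 0.73, limma adjusted p = 0.307) at 3 h and 0.10 (SE 0.73, limma adjusted p = 0.960) at 6 h, and none was called.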

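In TCP livers at 6 h, Ccnd1 had a change of 1.24 (SE 0.30, limma adjusted p = 0.0192, block 1.01 with adjusted p = 0.286) and was called, and its normalised log2 signal was 13.67 ± 0.21 (SD, n = 3) against 12.43 ± 0.18 in controls. The call was lost without control replicate 1 or 3, or TCP 6 h replicate 1, 2 or 3 (range 1.13 to 1.33), and within beadchip 1 the change was 1.24. At 1 and 3 h it was -0.34 (SE 0.30) and -0.21 (SE 0.30) and did not pass (limma adjusted p = 0.863 and 0.831). After PH at 6 h the change was -0.51 (SE 0.30, limma adjusted p = 0.235), and PH differed from TCP by -1.75 (SE 0.30, limma adjusted p = 0.000823, block -1.26 with adjusted p = 0.434) at that time. Mcm2 and Mcm4, subunits of the replicative helicase, rose 6 h after TCP by 1.59 (SE 0.38, limma adjusted p = 0.0156, block 1.27 with adjusted p = 0.264) and 1.56 (SE 0.40, limma adjusted p = 0.0288, block 1.48 with adjusted p = 0.239). Their calls were lost without control replicate 2 or 3, or TCP 6 h replicate 1 (range 1.2 to 1.81) for Mcm2 and without control replicate 1, 2 or 3, or TCP 6 h replicate 1 or 2 (range 1.01 to 1.96) for Mcm4. Of 22 DNA replication genes, 0 and 0 were called at 1 and 3 h by limma, while 4 were higher, 0 lower and 18 did not pass the test (7 higher and 1 lower adjusted over the list alone) at 6 h. The list medians were -0.16, -0.14 and 0.59 at 1, 3 and 6 h (camera adjusted p = 0.00130, adjusted p = 0.754 with an estimated correlation at 6 h), and at 6 h 0.34 with the beadchip as a block and 0.37 within beadchip 1. In the test of PH against TCP the list differed by -0.83 at 6 h (camera adjusted p = 1.79e-06, adjusted p = 0.291 with an estimated correlation), -0.65 with the beadchip as a block, with 0 genes higher and 8 lower after PH by limma. Of 13 G1 cyclins, kinases and E2F factors, 2 were higher, 0 lower and 11 did not pass the test (2 higher and 0 lower adjusted over the list alone) 6 h after TCP, with a median of 0.13 (camera adjusted p = 0.133, adjusted p = 0.387 with an estimated correlation), 0.20 with the beadchip as a block and 0.23 within beadchip 1.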

Remarkably, *Ccnd1*, the gene encoding for cyclin D1, responsible for the G0‐G1 transition, was upregulated 6 h after TCP treatment. Such upregulation was paralleled by downregulation of cyclin D1 targeting miRs (miR‐20a‐5p, miR‐20b‐5p and miR‐17‐5p) as early as 1 h after TCP (Figure 6B). Notably, after PH, downregulation of the same miRs was observed only at 6 h (Figure S4). Only 2 miRs resulted exclusively deregulated in the liver of TCP‐treated mice: miR‐106b‐5p, predicted to target *Ccnd1*, which was downregulated at all the time points, and miR‐32‐5p targeting other positive regulators of the cell cycle, namely *Sgk1* and *Pik3c*b^31^, ^32^ (Figure 6B; Table S3). 

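Pik3cb, which encodes a catalytic subunit of phosphoinositide 3-kinase, rose after TCP by 0.97 (SE 0.18, limma adjusted p = 0.00884, block 0.87 with adjusted p = 0.199) at 3 h and 2.12 (SE 0.18, limma adjusted p = 2.54e-07, block 2.13 with adjusted p = 0.000300) at 6 h, and did not pass at 1 h (-0.05, SE 0.18, limma adjusted p = 0.977). The call at 3 h was lost without control replicate 2 (range 0.81 to 1.06). Within beadchip 1 it changed by 0.71 and 2.06. After PH it had changes of -0.20, 0.13 and -0.51, and PH differed from TCP by -2.63 (SE 0.18, limma adjusted p = 7.62e-09) at 6 h. Of the 15 genes that Figure 6B joins to miR-106b-5p, 2 were higher, 0 lower and 13 did not pass the test (6 higher and 0 lower adjusted over the list alone) at 3 h after TCP. At 6 h 13 were higher, 0 lower and 2 did not pass the test (13 higher and 0 lower adjusted over the list alone), with 0 called at 1 h by limma. Their medians were 0.01, 0.48 and 1.24, or 0.30, 0.74 and 1.12 with the beadchip as a block. Of the calls at 3 and 6 h, 0 and 3 were kept with the block and 0 and 6 in every left-out fit. Of the 8 genes joined to miR-32-5p, 1, 2 and 7 were higher at 1, 3 and 6 h and 0 lower, with medians of 0.03, 0.50 and 1.50, or 0.07, 0.77 and 1.52 with the block. Of these calls 0, 0 and 3 were kept with the block and 0, 0 and 6 in every left-out fit. Within beadchip 1 the medians at 6 h were 1.27 and 1.56. These genes were picked by the study from the same mice and are not independent evidence. After PH at 6 h, 6 of the 15 were higher and 2 lower, and 3 of the 8 were higher, with medians of 0.43 and 0.23. The microRNAs were not analysed here.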

To validate the NGS results, we performed qRT‐PCR analysis on a selected set of genes and miRNAs. As shown in Figure S6A, the expression of all the investigated genes (*Ccnd1*, *Cdkn1a*, *Cype2b10*, *Socs3*, *Gadd45b* and *Gadd45a*) was deregulated similar to what observed by NGS.

QRT‐PCR analysis was also performed to validate the changes in the levels of miR‐106b‐5p predicted to target *Ccnd1* and whose expression was downregulated after TCP (Figure 5E) and of miR‐301b and miR‐455—predicted to target *Cdkn1a* and *Socs3*, respectively and found upregulated after PH (Figure S4). As shown in Figure S6B, the expression of these miRs was deregulated in accord to NGS results.

Next, to further validate the effect of miR‐106b‐5p on *Ccnd1* we transduced two human liver carcinoma cell lines (Mahlavu and HepG2) with this miRNA and measured the mRNA levels of its target gene. As shown in Figure S7, expression of miR‐106b‐5p led to a significant downregulation of *Ccnd1*.

## 4 DISCUSSION

In the present study, we unveiled the miR‐mRNA networks involved in the priming phase of hepatocyte proliferation elicited by stimuli of different nature: PH, which stimulates liver regeneration, and TCP, which induces direct hyperplasia. To this aim, we evaluated the expression profiles of mRNAs and miRs at 1, 3 and 6 h after surgery or treatment with TCP.

Several studies reported early response of the mouse liver transcriptome following treatment with TCP^17^, ^18^ or after PH,^12^ but none of the researches conducted so far correlated gene expression changes with miR profile in the same samples in both the experimental conditions. Indeed, previous studies in the literature reported deregulation of some miRs in the priming, proliferative and termination phases upon PH, but the results were often contradictory due to differences in strain, age and timing of observation.^4^, ^5^, ^6^, ^33^, ^34^, ^35^, ^36^ As to TCP, few studies have investigated the role of miRs in hepatocyte proliferation, but none of them analysed early time points post‐treatment.^37^, ^38^ Thus, the key strength of our study is that these two experimental protocols (liver regeneration post‐PH and direct hyperplasia following TCP treatment) were performed in parallel on mice of the same strain, gender and age and at the same time. Moreover, we analysed both miRs and mRNAs in the same samples to generate a network of interactions, possibly explaining the transcriptomic modifications driving the two different proliferative modalities.

A much higher number of genes and miRNAs was found deregulated after PH when compared to TCP. The difference was particularly striking for miRNAs (102 post‐PH vs. 10 after TCP). In this context, it is important to stress that liver regeneration after 2/3 PH is part of a complex interplay of distinct sets of rapidly evolving changes, such as those caused by the metabolic and circulatory perturbations consequent to the removal of 2/3 of the liver and mitogenic changes. This makes difficult to discriminate genes and miRNAs directly related to the entry into the cell cycle from those responsible for the adjustments of essential hepatic functions. Such a massive metabolic rearrangement is clearly not required by the liver following a single treatment with TCP, as the liver does not have to compensate for a reduced size. It is possible that while the vast majority of miRNAs play a relevant role in the metabolic rearrangement of the remnant liver post‐PH and in the quite stressful condition associated to the surgical procedure, this is not the case after TCPOBOP, where only few miRNAs—some of which targeting cell cycle genes—are downregulated.

The most important findings of the present work are: 1) many genes functioning as negative regulators of the cell cycle were upregulated after PH, but not after TCP; 2) miRs negatively controlling cell cycle genes were downregulated only after surgery; 3) miRs predicted to target *Ccnd1*, such as miR‐106b‐5p, were significantly downregulated only in TCP‐treated mice.

Previous studies demonstrated that, in mice, the entry of hepatocytes into the S phase of the cell cycle is robustly anticipated in TCP‐treated animals compared to PH.^16^ Indeed, an active DNA synthesis takes place 24 h after TCP, a time when virtually no dividing hepatocytes can be seen in livers undergone PH. In this context, it is interesting to note that Cyclin D1 induction occurs early after treatment with TCP, but not after PH.^16^ For this reason, the identification of *Ccnd1* targeting miRs already downregulated 2 h after TCP may explain the increase of cyclin D1 and the consequent faster entry into the cell cycle. Importantly, miR‐106b‐5p, predicted to target *Ccnd1*, was indeed exclusively downregulated after TCP treatment, at all the time points analysed. A second miR, miR‐32‐5p, was similarly downregulated only after TCP; this miR targets other positive regulators of the cell cycle, such as Sgk1 and Pik3cb, whose expression was increased in the same samples following TCP treatment. In agreement with Yin et al.^12^ following surgery we observed downregulation of miRs targeting Socs3, a known tumour suppressor and a cell cycle inhibitor. In addition, we also found increased levels of the cell cycle inhibitor *Cdkn1a*, preceded by downregulation of miR‐301, targeting *Cdkn1a*. Furthermore, we observed a strong upregulation of the oncosuppressor miR‐34 family. Of note, the increased expression of miR‐34 observed during the termination phase of liver regeneration has been reported as a potential ‘stop’ signal.^39^ This finding together with the report of Sun^40^ showing that miR‐34a targets the 3’ untranslated mRNA region of *Ccnd1*, supports the concept that an active control on mitogenic signals operates after PH, thus leading to a delay in the entry into the cell cycle. Conversely, no evidence of miR‐34 deregulation was observed at any time point in TCP‐treated livers (Figure S4).

Another interesting observation that could justify the different kinetics of S phase entry of the two proliferative stimuli is the finding that while after PH pathways related to inflammatory response were among the most deregulated, pathways involving upregulation of metabolic changes, especially lipid metabolism—required for sustaining cell proliferation—were the most modified after TCP.

In conclusion, the analysis of the microRNAs‐mRNA networks performed in the present study unveils on the one hand that different miRs are implicated in the early phase of hepatocyte proliferation induced by mitogenic stimuli of different nature, and on the other hand that miRs, such as miR‐106b‐5p are critical in regulating the levels of the main cyclin implicated in the G1‐S transition of the cell cycle.

A limitation of this study relies on the impossibility to functionally validate some of the present findings since primary hepatocytes in vitro do not express CAR and do not proliferate after TCP.^41^ Nevertheless, the present work, performed in a strictly controlled experimental condition, contains a number of novel findings that can be helpful for a better comprehension of the molecular mechanisms responsible for deciphering proliferative signals in totally diverse conditions, such as those where hepatocyte replication is needed to replace cell loss (ie PH or chemically induced necrosis) or those where proliferation occurs in the intact liver (TCP as well as other hepatomitogens, such as T3 and PPAR ligands).

## CONFLICT OF INTEREST

All authors declare that they have no conflict of interest.

## AUTHOR CONTRIBUTION

Rajesh Pal and Marta Anna Kowalik conducted research and drafted the manuscript. Marina Serra provided assistance in the process of revised drafting manuscript and figure and tables construction. Cristina Migliore performed in vitro experiments. Amedeo Columbano, Andrea Perra and Silvia Giordano contributed to conceptual framework, supervised the study and revised the manuscript.

## Supporting information

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Table S1

Table S2

Table S3

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. Raw data can be accessed in following IDs: GEO accession No (mRNA): GSE185316. SRA ID (miRNA): PRJNA769011.

How the deposited data were processed for this re-analysis (not part of the article)

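Liver mRNA of 21 female CD-1 mice was measured on Illumina mouse beadchips, with 1 array per mouse and 3 mice in each of 7 groups: untreated controls and mice at 1, 3 and 6 h after PH or TCP. The arrays lay on 4 beadchips that hold different groups. Beadchip 1 carried 1 control, 1 TCP 3 h array and the 3 TCP 6 h arrays, beadchip 2 carried 2 TCP 1 h and 2 TCP 3 h arrays and no control, beadchip 3 carried 1 control, the 3 PH 1 h arrays and 2 PH 3 h arrays, and beadchip 4 carried 1 control, 1 PH 3 h array, the 3 PH 6 h arrays and 1 TCP 1 h array. No column of the files was left without a mouse.

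The intensity of each probe is the summarised signal that the authors read with BeadStudio, as deposited without normalisation between arrays. Whether a background was subtracted is not stated; the values hold no negative number. The detection p-value of each probe on each array, from the same program, was deposited beside the intensity and compares the probe with the negative controls of that array. The authors' processed log2 values were quantile normalised by the authors in BRB ArrayTools; all 21 columns share 1 set of values with a floor, and the transformation that sets this floor is not stated. Each column of these values had its best correlation with the signals of its own array (0.825 to 0.948). The detection p-values gave 15982 to 17973 detected probes per array, with a median of 17172, 17362, 17121, 16898, 16798, 16691 and 16980 in control, PH 1 h, PH 3 h, PH 6 h, TCP 1 h, TCP 3 h and TCP 6 h.

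Signals were corrected for background with normexp, using the negative control signal inferred from the detection p-values and an offset of 16, then quantile normalised and log2 transformed (neqc of limma 3.58.1 in R 4.3.3, with data.table 1.17.8 and statmod 1.5.0). Of 45281 probes, 34903 were listed with a gene, 34885 of them with a single symbol, of which 34807 also matched by gene number; 18 carried several symbols and 10378 had no listed gene, and these were left out. A probe was kept at a detection p under 0.05 on at least 3 arrays, which left 17970 probes of 11442 genes, and the probe with the highest mean value stood for each of the 4382 genes with several kept probes. A single limma model with 7 groups and 14 residual degrees of freedom (median prior degrees of freedom 8; trend and robust variance moderation) gave the 6 comparisons with the controls and the comparison of PH with TCP at each time. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, and at any time of a treatment by the moderated F-test over its 3 time points with a change of at least 1.5-fold at 1 time or more. Every standard error is pooled over the 21 arrays. Arrays were clustered on 1 minus the Pearson correlation with complete linkage, with the genes called at any time of that treatment. Fold changes of dim genes depend on the background correction and were smaller on the authors' processed values. For a gene not detected on any array of a group the bound replaces the value of each of these arrays by the lowest normalised value of any probe detected on that array, or by the gene's own value where that is higher.

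The genes named in the text followed a rule: for each comparison with the controls the 6 largest rises and 6 largest falls among called genes whose 3 treated arrays all lie on 1 side of the 3 control arrays (10% of genes would be so separated by chance), every gene the paper names, up to 4 members of each list with the largest change in the comparison described, called or not, and the 6 largest differences in each direction between PH and TCP. The values in the paper's Tables S1 and S2 had been seen when this rule and the gene lists were written. The 34 lists and 5 further lists of genes chosen by the study hold 876 members, of which 727 were tested. The result of 1 of the 34 lists is not reported here. Each list was tested with camera at a preset correlation of 0.01, adjusted over the lists within a comparison, and again with the estimated correlation. Over 100 random regroupings of the 21 arrays, the real one included, the other groupings gave a median of 77 list calls with the preset correlation, so that a call with that setting alone does not exclude chance; the estimated correlation gave a median of 0. 2 more lists served as a check of the arrays: 11 reference genes had median changes of -0.03, 0.03 and 0.13 at 1, 3 and 6 h after PH and -0.05, 0.11 and 0.08 after TCP, and 23 large ribosomal protein genes of -0.06, 0.02 and -0.16 at 1, 3 and 6 h after PH and 0.03, -0.10 and -0.33 after TCP. Quantile normalisation, 75th percentile scaling and cyclic loess all left the median change of all genes within 0.1 of 0 in every comparison.

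The model and the list tests were tested on simulated data with the spread of these arrays, with 200 genes changed in each of 10 runs of the comparison of PH 6 h with control. Of genes changed 1.5-fold, 2-fold and 4-fold, 15.4%, 58.2% and 95.8% were called, 0 in the wrong direction, and 5.5 unchanged genes were called per run on average. Of 20 simulated changed lists 20 were called in the right direction, and 0 unchanged lists were called. Genes were drawn independently and all members of a changed list were changed the same way. This check therefore says nothing on lists of correlated genes, as on the real arrays. Genes changed 1.5-fold were mostly missed, in part because a call itself asks for an estimated change of at least 1.5-fold.

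The alternatives tried were no background correction with a floor of 10, normexp with an offset of 50, 75th percentile scaling, cyclic loess, the authors' processed values, and no filter on dim probes (19057 genes). Further ones were a stricter detection filter (8593 genes), the filter of the paper's methods (737 genes), that filter with the methods' F-test, the methods' F-test alone, a separate fit for each treatment, array weights, the mean of a gene's probes, no fold threshold and a test against a 1.5-fold change (treat). The remaining ones were the replicate number as a block, the beadchip as a block, fits within each beadchip that holds a control, leaving out each array in turn, camera with an estimated correlation, fry, other clustering settings, and simulated unchanged groups against the same 3 controls. After seeing the data, the beadchip as a random block and a fit without the 3 h arrays that lie close to 1 h arrays (PH 3 h replicate 2 and TCP 3 h replicate 2) were added. With a control on only 3 of the 4 beadchips, the beadchip block compares most groups with 1 control array directly. MicroRNA sequencing, RT-qPCR, cell proliferation and cell line experiments were not analysed here.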

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

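The tests of the PH 3 h array that lies with the 1 h arrays, and of beadchip and chance for the mitosis genes, were chosen after the result was seen; the others in this part were written before.

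The comparison of PH with TCP itself found different changes in 33 genes at 1 h, 486 at 3 h and 1153 at 6 h, each by the limma test of the difference. These counts were 6 without TCP 1 h replicate 2, 8 without TCP 1 h replicate 1, 14 without TCP 1 h replicate 3, 16 without PH 1 h replicate 3, 84 without PH 1 h replicate 2 at 1 h and 181 without PH 3 h replicate 3, 264 without TCP 3 h replicate 1, 274 without PH 3 h replicate 1, 282 without TCP 3 h replicate 3, 831 without PH 3 h replicate 2 at 3 h. Blocked by beadchip they were 0, 6 and 32 by limma. At an unadjusted p under 0.05 the unblocked comparison at 1 h holds 1021 genes. The block kept the sign of 33, 486 and 1152 of the called differences at 1, 3 and 6 h. It kept a median share of 1.09, 1.07 and 0.868 of them and raised the standard error by a median ratio of 1.64, 1.57 and 1.64 over the tested genes. A loss of precision may thus account for lost calls here too. Of the genes called in both treatments, 1 at 3 h (Rhou) and 14 at 6 h went in opposite directions. Most went the same way, 21 higher and 27 lower at 3 h and 158 higher and 214 lower at 6 h. The actin and keratin list, which the paper does not discuss, stood above the controls 3 h after PH with a median of 1.08 (camera adjusted p = 4.57e-17, adjusted p = 0.0138 with an estimated correlation; 1.08 with the beadchip as a block). Between PH and TCP at 3 h the median difference was 1.09 (camera adjusted p = 3.43e-14, adjusted p = 0.0320 with an estimated correlation; 1.08 with the beadchip as a block) for this list and 2.21 (camera adjusted p = 5.85e-23, adjusted p = 0.0229 with an estimated correlation; 2.45 with the beadchip as a block) for the immediate-early genes. It was 0.43 (camera adjusted p = 0.000382, adjusted p = 0.0229 with an estimated correlation; 0.68 with the beadchip as a block) for negative regulators of ERK signalling, 0.48 (camera adjusted p = 6.43e-06, adjusted p = 0.0229 with an estimated correlation; 0.67 with the beadchip as a block) for negative regulators of the cell cycle and 1.32 (camera adjusted p = 1.07e-11, adjusted p = 0.0289 with an estimated correlation; 1.37 with the beadchip as a block) for NF-kB target genes. At 6 h it was 1.75 (camera adjusted p = 9.17e-12, adjusted p = 0.0283 with an estimated correlation; 1.36 with the beadchip as a block) for glucocorticoid target genes and 0.64 (camera adjusted p = 0.000575, adjusted p = 0.0246 with an estimated correlation; 0.50 with the beadchip as a block) for negative regulators of ERK signalling. The difference was 1.27 (camera adjusted p = 9.17e-12, adjusted p = 0.0283 with an estimated correlation; 0.98 with the beadchip as a block) for NF-kB target genes and 1.04 (camera adjusted p = 2.55e-07, adjusted p = 0.0246 with an estimated correlation; 0.47 with the beadchip as a block) for STAT3 target genes. The ERK and cell cycle lists hold genes that the paper named from the same mice, so that their tests are not independent of the study. No explanation of these differences was tested beyond those below.

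PH 3 h replicate 2 lay closer to the PH 1 h arrays (mean correlation of gene-centred values 0.235) than to the other PH 3 h arrays (0.179). A difference between beadchips as the whole cause is argued against by PH 3 h replicate 1, which shares the beadchip of the PH 1 h arrays and yet correlated at 0.606 with PH 3 h replicate 3 on another beadchip and at -0.0272 with the PH 1 h arrays. On a scale from the PH 1 h mean at 0 to the mean of the other PH 3 h arrays at 1, PH 3 h replicate 2 stood at 0.256. PH 1 h arrays held out in turn stood at 0.00895, 0.136 and 0.18, each on a scale built without it. On these 3 scales PH 3 h replicate 2 stood at 0.255, 0.31 and 0.31. With 1 array in question and 3 to compare it with, a mislabelled 1 h sample cannot be told apart from a 3 h mouse. A slower course in this mouse may also account for it, as the other PH 3 h arrays were themselves spread (0.692 and 1.02 when held out). Without this array and TCP 3 h replicate 2 the count at PH 3 h was 1294 in place of 851.

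The mitosis score differed by 1.21 between control and treated arrays, with 14 of 18 treated arrays below all controls, and that of red blood cell genes by 0.897 (adjusted p = 0.0511). Of 13 mitosis genes limma called as lower 2, 6 and 5 at 1, 3 and 6 h after PH and 1, 6 and 2 after TCP, and with the estimated correlation the list passed in none of the 6 comparisons (adjusted p = 0.105 to 0.512). Signal near the background as the whole cause is argued against by Birc5, Cenpa and Hjurp, detected on all 21 arrays, whose median change over the 6 comparisons was -1.5. Chance values of the 3 control arrays stay open: the exact permutation test over the 1330 choices of 3 arrays gave 5 as large, with an adjusted p = 0.0511 over 34 lists. A beadchip difference cannot be told apart, as the median change was -1.29 to -1.73 within beadchips 1 and 3 but -0.172, -0.599 and -0.0988 within beadchip 4, each against 1 control array. No sham-operated or vehicle group is among the arrays, so that no biological explanation was tested.

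With the beadchip as a block 78 genes were called 6 h after TCP in place of 647. Control replicate 1, on the beadchip of the TCP 6 h arrays, was shifted along the called changes by a median of -0.00467, where a deviating control as their cause would have needed 1.52. A call is more likely for genes on which the controls lie close together, so that this choice of genes favours a small shift. The test is therefore weak, and no conclusion on a beadchip difference is drawn from it. The block kept a median share of 0.96 of each called change and raised the standard error by a median ratio of 1.31, so that a loss of precision may account for the lost calls. Differences between beadchips that act on single genes were not tested.

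For the 9 comparisons of 3 arrays with 3, the 10 splits of the 6 arrays are too few for a share under 0.05; 1 split of 10, the real one, was as large, with real counts and the highest of the other splits of 61 and 1 (PH 1 h), 851 and 1 (PH 3 h), 2370 and 1 (PH 6 h), 16 and 3 (TCP 1 h), 118 and 1 (TCP 3 h), 647 and 8 (TCP 6 h), 33 and 2 (PH vs TCP at 1 h), 486 and 49 (PH vs TCP at 3 h) and 1153 and 0 (PH vs TCP at 6 h). Over 100 splits each, only the real split was as large for the genes called at any time after PH (2378 real, 1058 highest other) and TCP (652 and 184). The same held for the genes shared by all times of PH (36 and 15), of TCP (6 and 1) and of both (5 and 1). A random grouping is argued against for these counts. The splits ignore the beadchip, on which arrays of a group lie together, so that a beadchip difference is not excluded. The lower counts with the beadchip as a block are given below. For the list calls the real split was the largest too (114 and 108), but the others had a median of 77, so that most calls need no real grouping. The overlaps of PH and TCP were reached by 3 of 100 splits each at 1 h (8 real, 8 highest other), 3 h (49 and 234) and 6 h (386 and 743). These splits remove every difference between groups. They cannot tell a shared response from 2 separate responses set against the same 3 controls, so that no conclusion on the overlaps is drawn. At each time the 2 other splits as large put all 3 arrays of 1 treatment in the place of the controls, and 234 at 3 h is several times the real count, which points to a structure of the samples: PH and TCP arrays lie apart from each other as well as from the controls. Without these 2 the highest other overlap was 2, 31 and 4.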

How the results depend on the processing

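Chosen after seeing the data were the fit without the 3 h arrays that lie close to 1 h arrays and the beadchip as a random block. The reported values are: PH 1 h 61, PH 3 h 851, PH 6 h 2370, TCP 1 h 16, TCP 3 h 118, TCP 6 h 647, PH vs TCP at 1 h 33, PH vs TCP at 3 h 486, PH vs TCP at 6 h 1153, PH any time 2378, PH all times 36, TCP any time 652, TCP all times 6, both treatments at all times 5, overlap 1 h 8, overlap 3 h 49, overlap 6 h 386, correlation 1 h 0.528, correlation 3 h 0.510, correlation 6 h 0.522, list calls 114, PH arrays clustered as the paper describes 11, TCP arrays clustered as the paper describes 9. A value of 0 stands for 0 genes called by limma in that setting; at an unadjusted p under 0.05 the main setting holds 888 genes at TCP 1 h and 1021 for PH against TCP at 1 h.

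Counts that moved by more than 1.5 times follow by setting, and the cause was not tested except where the setting tests fewer genes or arrays or a stricter limit. With the 3 h arrays close to 1 h arrays left out (fewer arrays): PH 3 h 1294, PH vs TCP at 3 h 831, both treatments at all times 3. With 75th percentile scaling: both treatments at all times 1, overlap 1 h 5. With no background correction: PH 1 h 36, PH 6 h 1534, PH vs TCP at 1 h 17, PH all times 19, both treatments at all times 3, overlap 1 h 5. With normexp with offset 50: PH 1 h 38, PH all times 20, both treatments at all times 3. With the authors' processed values: PH 1 h 27, PH 3 h 348, PH 6 h 947, TCP 3 h 78, TCP 6 h 316, PH vs TCP at 1 h 13, PH vs TCP at 3 h 203, PH vs TCP at 6 h 542, PH any time 1016, PH all times 15, TCP any time 335, TCP all times 3, both treatments at all times 2, overlap 3 h 30, overlap 6 h 159. With the mean of a gene's probes: PH 1 h 34. With array weights: PH 1 h 444, PH 3 h 1915, TCP 1 h 187, TCP 3 h 398, TCP 6 h 1525, PH vs TCP at 1 h 79, PH vs TCP at 3 h 734, PH all times 194, TCP any time 1658, TCP all times 47, both treatments at all times 24, overlap 1 h 72, overlap 3 h 214, overlap 6 h 757. With a separate fit for each treatment (12 arrays): PH 1 h 25, PH 3 h 470, TCP 1 h 81, TCP 3 h 414, TCP 6 h 1030, PH all times 17, TCP any time 1211, TCP all times 33, both treatments at all times 1, overlap 1 h 4, overlap 3 h 106. With the beadchip block: PH 1 h 8, PH 3 h 535, PH 6 h 1169, TCP 1 h 0, TCP 3 h 10, TCP 6 h 78, PH vs TCP at 1 h 0, PH vs TCP at 3 h 6, PH vs TCP at 6 h 32, PH any time 733, PH all times 6, TCP any time 35, TCP all times 0, both treatments at all times 0, overlap 1 h 0, overlap 3 h 3, overlap 6 h 36, correlation 1 h 0.286. With the test against 1.5-fold (a stricter limit): PH 1 h 2, PH 3 h 114, PH 6 h 345, TCP 1 h 0, TCP 3 h 6, TCP 6 h 26, PH vs TCP at 1 h 2, PH vs TCP at 3 h 21, PH vs TCP at 6 h 179, PH all times 0, TCP all times 0, both treatments at all times 0, overlap 1 h 0, overlap 3 h 0, overlap 6 h 8. With the methods' filter (737 genes tested): PH 3 h 233, PH 6 h 385, TCP 3 h 78, TCP 6 h 209, PH vs TCP at 3 h 134, PH vs TCP at 6 h 281, PH any time 425, TCP any time 274, overlap 6 h 134, list calls 58. With the methods' filter and F-test: PH 1 h 121, PH 3 h 206, PH 6 h 273, TCP 1 h 116, TCP 3 h 195, TCP 6 h 266, PH any time 293, PH all times 88, TCP any time 312, TCP all times 64. With the methods' F-test: PH any time 757. Within beadchip 1 (fewer arrays): TCP 3 h 42, TCP 6 h 252. Within beadchip 3: PH 1 h 3, PH 3 h 9. Within beadchip 4: PH 3 h 4, PH 6 h 22, TCP 1 h 0. With the estimated correlation: list calls 17. With fry: list calls 69. Clustering with all tested genes: TCP arrays clustered as the paper describes 11.

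Leaving out 1 array at a time (fewer arrays), lowest and highest values were: PH 1 h 5 (without control replicate 2) and 116 (without PH 1 h replicate 1). PH 3 h 305 (without PH 3 h replicate 3) and 1254 (without PH 3 h replicate 2). PH 6 h 1668 (without control replicate 2) and 2694 (without PH 6 h replicate 2). TCP 1 h 0 (without control replicate 1) and 18 (without control replicate 3). TCP 3 h 15 (without control replicate 2) and 98 (without control replicate 3). TCP 6 h 194 (without TCP 6 h replicate 3) and 517 (without TCP 6 h replicate 1). PH vs TCP at 1 h 6 (without TCP 1 h replicate 2) and 84 (without PH 1 h replicate 2). PH vs TCP at 3 h 181 (without PH 3 h replicate 3) and 831 (without PH 3 h replicate 2). PH vs TCP at 6 h 794 (without TCP 6 h replicate 2) and 1417 (without PH 6 h replicate 2). PH any time 1866 (without control replicate 1) and 2741 (without PH 3 h replicate 2). PH all times 2 (without control replicate 2) and 70 (without PH 1 h replicate 1). TCP any time 290 (without TCP 6 h replicate 3) and 717 (without TCP 3 h replicate 1). TCP all times 0 (without control replicate 1) and 12 (without control replicate 3). Both treatments at all times 0 (without control replicate 1) and 9 (without control replicate 3). Overlap 1 h 0 (without control replicate 1) and 17 (without PH 1 h replicate 1). Overlap 3 h 7 (without control replicate 1) and 83 (without PH 3 h replicate 2). Overlap 6 h 115 (without TCP 6 h replicate 3) and 477 (without PH 6 h replicate 2). Correlation 1 h 0.478 (without PH 1 h replicate 2) and 0.592 (without control replicate 3). Correlation 3 h 0.428 (without TCP 3 h replicate 2) and 0.561 (without control replicate 3). Correlation 6 h 0.492 (without PH 6 h replicate 1) and 0.565 (without control replicate 3).

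Among the settings of background and scaling and the authors' values, the split of calls moved by over 10 percentage points with 75th percentile scaling at TCP 6 h (262 higher and 565 lower; 311 and 336 in the main setting), in the overlap at 6 h (123 higher and 343 lower; 158 and 214) and for genes shared by all times of both treatments (0 higher and 1 lower; 3 and 2). With cyclic loess it moved so at TCP 1 h (11 higher and 12 lower; 10 and 6) and for TCP at all times (4 higher and 5 lower; 4 and 2). Moves of less than 10 points turned the larger side with cyclic loess at PH 6 h (1174 higher and 1151 lower; 1006 and 1364), TCP 6 h (349 higher and 337 lower) and PH against TCP at 6 h (610 higher and 507 lower; 532 and 621), with 75th percentile scaling at PH 1 h (29 higher and 33 lower) and with the authors' values at TCP 3 h (40 higher and 38 lower; 51 and 67) and 6 h (167 higher and 149 lower). Other settings turned it too, as no filter on dim probes at TCP 6 h (244 higher and 241 lower). The split also moved by over 10 points with normexp with offset 50 at TCP 1 h (6 higher and 7 lower) and in the overlap at 1 h (2 higher and 4 lower; 4 and 4), with the authors' processed values at PH 1 h (11 higher and 16 lower; 34 and 27), TCP 1 h (5 higher and 6 lower), the overlap at 1 h (2 higher and 4 lower) and PH at all times (7 higher and 8 lower; 23 and 13), and with no background correction at PH 1 h (16 higher and 20 lower), TCP 1 h (5 higher and 7 lower) and PH at all times (9 higher and 10 lower). The beadchip as a random block, cyclic loess, no filter on dim probes, the stricter detection filter, no fold threshold and average linkage moved no count by more than 1.5 times.

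5 results changed sign, none of them past the threshold in the other direction and the cause not tested. They were the unfolded protein response at PH 1 h with the methods' filter (median 0.024 with the test pointing down, camera adjusted p = 0.877), cholesterol synthesis in PH against TCP at 1 h with the beadchip block (-0.27, adjusted p = 0.570) and mitosis genes at TCP 1 h within beadchip 4 (-0.099 with the test pointing up, adjusted p = 0.920). The others were neutrophil markers in PH against TCP at 1 h without PH 1 h replicate 3 (0.034 with the test pointing down, adjusted p = 0.980; highest 0.661 without PH 1 h replicate 2) and Stab1 at PH 6 h with the mean of a gene's probes (-0.092, limma adjusted p = 0.764). Of the single genes named, 33568 values over the alternatives kept direction and side of the threshold, 2213 kept the direction and lost the call and 700 kept it and gained a call, and 463 values called in neither setting changed sign. For the list tests the 3 counts were 6143, 350 and 131.

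The replicate numbers were not taken to pair the mice, as not every pair deviated together: 63 pairs of arrays with the same number in different groups deviated from their group means with a mean correlation of 0.0111 (-0.24 to 0.248; 6 over 0.1), and 13 of 21 arrays, not all, had their best match under their own number, more than the third that random matches would give, a hint from the data and not from the design. With the replicate number as a block, TCP 1 h held 10 called genes in place of 16, and no other count moved by more than 1.5 times. All alternatives of the processing summary were run; treat gave no value for the F-tests, and fits within a beadchip none for groups without a control on it or for PH against TCP, as separate fits for each treatment gave none for PH against TCP. The signal over background limits dim genes: folds of genes undetected in a group depend on the background correction, and 11442 of 19057 genes passed the detection filter.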

Differences from the paper's values

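The paper's methods state a 1.5-fold threshold and a Benjamini-Hochberg false discovery rate without its level. The counts here use an adjusted p under 0.05 with the same fold, after another background correction and probe filter. The test differs as well. The paper names an F-test and a multivariate permutation test, followed by a fold filter. Here a count at 1 time point, or shared by all times, needs a limma call at each time. For each difference, the alternatives set before the data were examined that lie within 1.5 times of the paper's value are named, and all other alternatives run differ from it.

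For genes changed at any time after PH the paper gives 810 and 2378 were found here; within 1.5 times of the paper's value lay 1016 with the authors' processed values, 733 with the beadchip block, 757 with the methods' F-test. At 6 h after PH the paper gives 395 and 2370 were found here; within 1.5 times of the paper's value lay 345 with the test against 1.5-fold, 385 with the methods' filter, 273 with the methods' filter and F-test. At 6 h after TCP the paper gives 225 and 647 were found here; within 1.5 times of the paper's value lay 316 with the authors' processed values, 209 with the methods' filter, 266 with the methods' filter and F-test, 252 within beadchip 1, 289 without TCP 6 h replicate 2, 194 without TCP 6 h replicate 3, 268 without control replicate 1, 244 without control replicate 2. For genes shared by the 3 times of PH the paper gives about 96 in Figure 2B, an exact number in its text, and 36 were found here; within 1.5 times of the paper's value lay 88 with the methods' filter and F-test, 70 without PH 1 h replicate 1. For genes shared by the 3 times of TCP the paper gives 48 and 6 were found here; within 1.5 times of the paper's value lay 33 with a separate fit for each treatment, 47 with array weights, 64 with the methods' filter and F-test. For genes shared by all times of both treatments the paper gives 20 and 5 were found here; within 1.5 times of the paper's value lay 24 with array weights. At 1 h after PH the paper gives about 130 in Figure 2A, read by eye, and 61 were found here; within 1.5 times of the paper's value lay 121 with the methods' filter and F-test, 116 without PH 1 h replicate 1. At 3 h after PH the paper gives about 290 in Figure 2A, read by eye, and 851 were found here; within 1.5 times of the paper's value lay 348 with the authors' processed values, 233 with the methods' filter, 206 with the methods' filter and F-test, 389 without PH 3 h replicate 1, 305 without PH 3 h replicate 3, 374 without control replicate 1, 415 without control replicate 2. At 1 h after TCP the paper gives about 86 in Figure 2A, read by eye, and 16 were found here; within 1.5 times of the paper's value lay 81 with a separate fit for each treatment, 116 with the methods' filter and F-test. The Venn diagram of PH adds up to another total, for which the paper gives about 430 in Figure 2B and 2378 were found here; within 1.5 times of the paper's value lay 425 with the methods' filter, 293 with the methods' filter and F-test. The Venn diagram of TCP likewise does, for which the paper gives about 260 in Figure 2B and 652 were found here; within 1.5 times of the paper's value lay 335 with the authors' processed values, 274 with the methods' filter, 312 with the methods' filter and F-test, 326 without TCP 6 h replicate 2, 290 without TCP 6 h replicate 3, 358 without control replicate 1, 352 without control replicate 2.

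Of 73 fold changes of genes the text names that the paper's Tables S1 and S2 give, 34 differ by more than the error. The error is here the larger SD of the treated group and of control, on the main normalised values, and not an SE of the change. It was the same for every setting, also for the authors' processed values, on which changes of dim genes are smaller. The 34 are given with the log2 of the paper's value first and the value here second. At PH 1 h these are Atf3 2.17 and 5.17, Cdkn1a 0.82 and 2.04, Fos 2.80 and 5.44, Jun 1.32 and 3.17. At PH 3 h these are Atf3 2.70 and 5.98, Cdkn1a 3.09 and 5.03, Fos 2.66 and 5.32, Gadd45a 2.81 and 3.70, Gadd45b 2.51 and 5.24, Gja1 1.08 and 1.78, Jun 1.85 and 4.00, Nfkbiz 1.29 and 2.09, Sgk1 1.58 and 1.92, Socs3 2.45 and 3.33, Tgif1 0.76 and 1.61, Timp3 1.21 and 1.81. At PH 6 h these are Atf3 1.07 and 3.41, Ccnl1 0.78 and 1.76, Cdkn1a 3.49 and 5.44, Fos 2.06 and 4.34, Gadd45b 1.28 and 3.54, Jun 1.08 and 2.93, Ptpn1 0.90 and 1.99, Sgk1 1.82 and 2.17, Socs3 3.15 and 4.05, Tgif1 0.70 and 1.47, Timp3 1.44 and 2.09. At TCP 1 h these are Gadd45b 1.40 and 3.66. At TCP 3 h these are Cyp2b10 0.79 and 2.38, Gadd45b 1.87 and 4.30. At TCP 6 h these are Cyp2b10 2.03 and 2.98, Gadd45a 1.52 and 2.25, Gadd45b 2.13 and 4.63, Pik3cb 1.71 and 2.12. All 34 have the same sign in both, and all are larger here. Atf3 was not detected on the control arrays, so that its values here are at least 4.86, 5.67 and 3.10 at 1, 3 and 6 h. Cyp2b10 was set beside the line of that name; Table S2 also has a line named Cyp2b6, not a mouse symbol, at 2.47 and 3.08 at 3 and 6 h, which lie within the error of the values here, so that its difference depends on the line used.

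With the authors' processed values, all of these but Cyp2b10 at TCP 3 h and Cyp2b10 at TCP 6 h lie within the error of the paper's value. Fewer do otherwise. With no background correction these are Atf3 at PH 1 h, Atf3 at PH 6 h, Cdkn1a at PH 1 h, Fos at PH 1 h, Fos at PH 6 h, Gadd45a at PH 3 h, Gadd45b at PH 6 h, Jun at PH 1 h, Jun at PH 3 h, Sgk1 at PH 3 h, Socs3 at PH 3 h, Tgif1 at PH 6 h, Timp3 at PH 3 h, Timp3 at PH 6 h, Pik3cb at TCP 6 h. With normexp with offset 50 these are Atf3 at PH 1 h, Atf3 at PH 6 h, Cdkn1a at PH 1 h, Fos at PH 6 h, Gadd45a at PH 3 h, Jun at PH 1 h, Tgif1 at PH 6 h, Timp3 at PH 3 h. With mean of a gene's probes these are Cdkn1a at PH 1 h, Tgif1 at PH 3 h, Tgif1 at PH 6 h, Timp3 at PH 3 h, Timp3 at PH 6 h. Within beadchip 4 these are Atf3 at PH 6 h, Gadd45a at PH 3 h, Gja1 at PH 3 h, Sgk1 at PH 3 h, Tgif1 at PH 6 h. Without PH 6 h replicate 1 these are Atf3 at PH 6 h, Fos at PH 6 h, Tgif1 at PH 6 h. Without PH 6 h replicate 2 these are Atf3 at PH 6 h, Fos at PH 6 h, Tgif1 at PH 6 h. Without control replicate 1 these are Cdkn1a at PH 1 h, Tgif1 at PH 6 h, Timp3 at PH 3 h. Without PH 1 h replicate 3 these are Cdkn1a at PH 1 h, Jun at PH 1 h. Without control replicate 3 these are Fos at PH 6 h, Cyp2b10 at TCP 6 h. With 75th percentile scaling this is Tgif1 at PH 6 h. With array weights this is Gadd45a at PH 3 h. With beadchip block this is Tgif1 at PH 6 h. Without PH 1 h replicate 2 this is Cdkn1a at PH 1 h. Without PH 3 h replicate 1 this is Timp3 at PH 3 h. Without PH 3 h replicate 2 this is Gadd45a at PH 3 h. Without PH 3 h replicate 3 this is Timp3 at PH 3 h. Without control replicate 2 this is Cdkn1a at PH 1 h. Within beadchip 1 this is Cyp2b10 at TCP 6 h. Within beadchip 3 this is Timp3 at PH 3 h. None of the 34 does with a separate fit for each treatment, cyclic loess, no filter on dim probes, no fold threshold, replicate block, stricter detection filter, the methods' filter and test against 1.5-fold, and none of those it can change without PH 1 h replicate 1, without PH 6 h replicate 3, without TCP 1 h replicate 1, without TCP 1 h replicate 2, without TCP 1 h replicate 3, without TCP 3 h replicate 1, without TCP 3 h replicate 2, without TCP 3 h replicate 3, without TCP 6 h replicate 1, without TCP 6 h replicate 2 and without TCP 6 h replicate 3. Over all values of the tables that could be set beside a value here, 669 of 675 (99.1%) for PH and 371 of 375 (98.9%) for TCP have the same sign. These tables hold 425 and 259 lines, fewer than the changed genes that the paper's text counts for PH and TCP.

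Several statements on genes differ from the values here. By its ranking of transcription factors, another measure than mRNA, the paper describes CEBPB as not modified after PH; here the Cebpb mRNA rose at 1, 3 and 6 h by 1.10 (a call lost with the beadchip as a block, adjusted p = 0.267), 1.81 and 1.88, the paper's Table S1 also lists it as higher, and after TCP it rose as the paper states (1.2, 1.12 and 1.06). The paper has Socs3 and Gadd45a higher from 1 h after PH, and its Table S1 lists Cdkn1a at 1 h; none of the 3 was called here at 1 h, whereas all were at 3 and 6 h. The changes at 1 h were 2.27, SE 0.52, limma adjusted p = 0.0704 for Socs3, 1.31, SE 0.73, limma adjusted p = 0.583 for Gadd45a and 2.04, SE 0.83, limma adjusted p = 0.379 for Cdkn1a. Socs3 was called at 1 h under the methods' filter, array weights and the fit without PH 1 h replicate 1, and Gadd45a and Cdkn1a in none of the alternatives run for single genes, which do not include the methods' F-tests. The paper has Gadd45a higher after TCP; here it was not called at 3 h (2.22, SE 0.73, limma adjusted p = 0.175) or 6 h (2.25, SE 0.73, limma adjusted p = 0.0846). It was called at 3 h under the methods' filter and array weights and at 6 h under the methods' filter, a separate fit and array weights. The fits within beadchip 1, with 1 control array, are not counted here. Gadd45b was called at 3 and 6 h after TCP, but not at 1 h (3.66, SE 0.85, limma adjusted p = 0.144), where Table S2 lists it; it was called there under the methods' filter, a separate fit and array weights. Trp53inp1, which Table S2 lists at TCP 1 h, was not called (1.84, SE 0.40, limma adjusted p = 0.0824) but was under the methods' filter, a separate fit and array weights. For Socs3, Cdkn1a, Gadd45a and Gadd45b the paper also ran qRT-PCR, and reports changes similar to those of its profiling (Figure S6A). The qRT-PCR was not analysed here, so that a missing call on the arrays does not bear on it.

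Other than Gadd45a the paper has no negative regulator of the cell cycle changed after TCP; of the list tested here, which also holds Gadd45b, higher in both and counted by the paper as positively related to the cell cycle, Plk3 rose at 6 h (1.2, SE 0.34, limma adjusted p = 0.0446), Ccng2, not detected on the TCP 6 h arrays, fell at least 3.93-fold (limma adjusted p = 0.0459) and Rb1 fell at 3 h (-1.05, SE 0.24, limma adjusted p = 0.0276). These 3 calls are lost with the beadchip as a block (adjusted p = 0.362, 0.417 and 0.123), those of Plk3 and Ccng2 also in each of the 6 left-out fits and that of Rb1 in 5 of 6. By the same ranking the paper has STAT3 lower 1 h after TCP; here its target genes had a median of 0.00 and the Stat3 mRNA changed by 0.14, not called. The paper names Sgk1 among genes of the TCP response. Here Sgk1 rose after both treatments, and the paper's Table S1 also lists it as higher after PH, so that this is no difference in the values. The paper's Table S1 lists Actb in 2 lines of opposite sign at 3 and 6 h after PH; here it changed by 0.32, SE 0.14, limma adjusted p = 0.195 at 3 h and 0.04, SE 0.14, limma adjusted p = 0.888 at 6 h. The paper reports 1 gene of those shared by all times of both treatments as going in different directions; the 5 found here went the same way in both, 3 higher and 2 lower. It places control and TCP 1 h arrays apart from TCP 3 h and 6 h arrays. Here 9 of 12 arrays lay so, with all TCP 3 h arrays beside the controls, and 11 of 12 with all tested genes. The genes behind the 9 were chosen by a test on the same groups, with 647 called at 6 h and 118 at 3 h. This choice favours a split that sets TCP 6 h apart. For PH 11 of 12 arrays lay as the paper describes, the exception being PH 3 h replicate 2. The paper finds no cell cycle terms among the most downregulated pathways; here the median change of 13 mitosis genes was -1.22, -1.42 and -1.04 at 1, 3 and 6 h after PH and -1.05, -1.65 and -0.95 after TCP. With the estimated correlation the list passed in none of the 6 (adjusted p = 0.105 to 0.512), and within beadchip 4 the medians were -0.60 and -0.17 at PH 3 and 6 h and -0.10 at TCP 1 h, so that chance and beadchip stay open.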

Other observations

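Of 20 tested genes of fatty acid oxidation, which include genes of lipid droplets, 1 h after PH 0 were higher and 1 (Angptl4) lower (8 lower adjusted over the list alone), with a median of -0.59 (camera adjusted p = 2.66e-07, adjusted p = 0.105 with an estimated correlation; -0.61 with the beadchip as a block and -0.54 within beadchip 3), and between PH and TCP the list differed by -0.41 (camera adjusted p = 1.39e-07, adjusted p = 0.0943 with an estimated correlation; -0.51 with the beadchip as a block). At 3 and 6 h 2 and 3 were higher and 0 and 1 lower, with medians of -0.02 (camera adjusted p = 0.716, adjusted p = 0.880 with an estimated correlation) and 0.21 (camera adjusted p = 0.0909, adjusted p = 0.582 with an estimated correlation). Plin2, which coats lipid droplets, rose at 6 h by 1.86 (SE 0.47, limma adjusted p = 0.00906, block 1.54 with adjusted p = 0.0953), a call lost without PH 6 h replicate 1 (range 1.62 to 2.14), and Plin5, another droplet protein, by 1.16 (SE 0.28, limma adjusted p = 0.00578, block 0.97 with adjusted p = 0.0591). Pdk4, a kinase that restrains pyruvate oxidation, was higher after PH than after TCP at 6 h by 4.07 (SE 0.92, limma adjusted p = 0.00989, block 2.99 with adjusted p = 0.609), and Plin5 by 1.36 (SE 0.28, limma adjusted p = 0.00360, block 0.82 with adjusted p = 0.600). After TCP the medians were 0.00, -0.13 and 0.08, with 0, 1 and 0 higher and 0, 0 and 0 lower by limma (1, 3 and 6 h; camera adjusted p = 0.963, 0.752 and 0.483). Of 11 hypoxia genes, 0, 2 and 2 were higher and 0, 0 and 1 lower at 1, 3 and 6 h after PH (medians 0.12, 0.14 and -0.22; camera adjusted p = 0.488, 0.0796 and 0.497) and 0 after TCP by limma (medians 0.01, 0.07 and 0.00). Adm, which encodes a vasodilator peptide, was not detected on the control arrays and rose at 6 h after PH at least 1.77-fold (limma adjusted p = 0.00141, with the beadchip as a block 0.0527). Vegfa, the endothelial growth factor, fell with a change of -0.85 (SE 0.28, limma adjusted p = 0.0345, block -0.66 with adjusted p = 0.234), a call lost without control replicate 1 or 2, or PH 6 h replicate 1 or 3 (range -1.08 to -0.70).

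Bag3, a co-chaperone induced by heat shock, rose 6 h after PH by 1.60 (SE 0.21, limma adjusted p = 3.37e-05, block 1.48 with adjusted p = 0.00262) and after TCP at 6 h by 1.05 (SE 0.21, limma adjusted p = 0.00479, block 1.0 with adjusted p = 0.119), and Hsp90aa1 rose 6 h after PH by 1.27 (SE 0.23, limma adjusted p = 0.000393, block 0.93 with adjusted p = 0.0231). Of 15 heat shock proteins 0, 2 and 3 were higher at 1, 3 and 6 h after PH and 0, 0 and 2 after TCP, with 0 lower by limma, and the medians were 0.20, 0.09 and 0.13 at 1, 3 and 6 h after PH and 0.30, -0.04 and 0.51 after TCP. The list passed camera 6 h after PH (camera adjusted p = 0.0323, adjusted p = 0.449 with an estimated correlation) and after TCP at 1 h (camera adjusted p = 0.00465, adjusted p = 0.376 with an estimated correlation) and 6 h (camera adjusted p = 0.000641, adjusted p = 0.387 with an estimated correlation). Dnajb9, a chaperone of the endoplasmic reticulum, rose 6 h after PH by 1.97 (SE 0.28, limma adjusted p = 8.07e-05, block 1.84 with adjusted p = 0.00449). Of 20 genes of the unfolded protein response 1, 1 and 5 were higher and 0, 0 and 1 lower after PH, with 0, 0 and 1 higher after TCP; the median at PH 6 h was 0.31 (camera adjusted p = 0.0163, adjusted p = 0.449 with an estimated correlation; 0.31 with the beadchip as a block), and at PH 1 h 0.14 (camera adjusted p = 0.0492, adjusted p = 0.545 with an estimated correlation; 0.24 with the beadchip as a block). The difference of PH from TCP at 3 h was 0.25 (camera adjusted p = 0.0165, adjusted p = 0.444 with an estimated correlation; 0.14 with the beadchip as a block). Of 6 red blood cell genes, 0, 1 and 1 were lower at 1, 3 and 6 h after PH and 0, 1 and 0 after TCP, with 0 higher by limma; these were Hbb-b2 at PH 3 h and Alas2 at PH 6 h and TCP 3 h. The medians were -0.21, -0.50 and -1.11 at 1, 3 and 6 h after PH and -0.68, -1.55 and -1.01 after TCP, and after TCP the list passed camera at 1 h (camera adjusted p = 0.0103, adjusted p = 0.376 with an estimated correlation), 3 h (camera adjusted p = 0.00143, adjusted p = 0.260 with an estimated correlation) and 6 h (camera adjusted p = 0.0208, adjusted p = 0.387 with an estimated correlation). Alas2, the erythroid enzyme of heme synthesis, fell 3 h after TCP with a change of -1.30 (SE 0.27, limma adjusted p = 0.0184, block -1.46 with adjusted p = 0.124), a call lost without control replicate 1 or 2, or TCP 3 h replicate 3 (range -1.47 to -1.06).

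Other cell types and groups stayed at few calls by limma against the controls. After TCP the Kupffer cell and macrophage median was -0.72, 0.07 and 0.43 at 1, 3 and 6 h (camera adjusted p = 2.61e-06, 0.752 and 0.0282; 0.376 or more with an estimated correlation) and that of neutrophil markers 0.20, 0.32 and 0.00 (0.0205, 0.0232 and 0.526; 0.593 or more), with 1 gene called, a Kupffer cell marker at 6 h. Of 16 hepatocyte markers 0 were called at any time (medians 0.03, 0.02 and 0.07 at 1, 3 and 6 h after PH and 0.07, 0.05 and 0.00 after TCP; lowest camera adjusted p = 0.318), and of 5 lymphocyte markers 0 (medians 0.43, 0.21 and -0.01 at 1, 3 and 6 h after PH and 0.06, 0.05 and 0.22 after TCP; lowest camera adjusted p = 0.132). The 6 comparisons hold 1200, 2399, 3977, 888, 1541 and 2349 genes at an unadjusted p under 0.05 among all tested. Of 4 cholangiocyte markers 1, Sox9, was higher, at PH 3 h (medians 0.18, 0.14 and 0.06 at 1, 3 and 6 h after PH and -0.23, 0.00 and -0.05 after TCP; lowest camera adjusted p = 0.114). Of 5 pancreatic acinar genes 2 (Cela1 and Cela2a) were lower at PH 6 h and 1 (Pnliprp1) higher at TCP 6 h (medians -0.23, -0.09 and -0.28 at 1, 3 and 6 h after PH and 0.34, -0.10 and -0.21 after TCP; lowest camera adjusted p = 0.107). Of 10 growth hormone and STAT5 target genes 2 (Igfals and Ghr) were lower at PH 6 h and 0 were called after TCP (medians -0.02, -0.03 and -0.29 at 1, 3 and 6 h after PH and 0.02, -0.45 and -0.42 after TCP; lowest camera adjusted p = 0.145).

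The changes after PH and TCP share their 3 controls, which cannot be split with 2 in each part, so that part of their likeness can come from these controls. The correlation of the changes at 1, 3 and 6 h was 0.528, 0.510 and 0.523, against 0.499, 0.477 and 0.475 for simulated unchanged groups, and the covariance 0.0763, 0.123 and 0.174 against 0.0448, 0.0440 and 0.0434, a difference of 0.0315, 0.0785 and 0.130. The simulated correlations had an SD of 0.165, 0.179 and 0.169, and the real ones lay within this SD of the simulated mean. For the simulated covariances the SD was 0.02, 0.0223 and 0.02. The real covariance lay far above the simulated mean on this scale at 3 and 6 h, and less so at 1 h. Changes that only 1 treatment has lower the correlation but not the covariance. At 3 and 6 h the covariance therefore argues against the shared controls as the whole source of the likeness. What else PH and TCP mice share, beyond the controls, was not tested. The same sign was found in 67.9%, 66.8% and 69.6% of genes, against 66.9%, 66.2% and 66.0%.

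Among genes called with several kept probes, a second probe was called in the other direction for 6 at PH 6 h (Cinp, Lrrc8a, Npc1, Pip4p1, Stab1 and Tbrg1) and for 3 between PH and TCP at 6 h (Eps15l1, Porcn and Setd4).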
